# Protection against doxorubicin-induced myocardial dysfunction in mice by cardiac-specific expression of carboxyl terminus of hsp70-interacting protein

**DOI:** 10.1038/srep28399

**Published:** 2016-06-21

**Authors:** Lei Wang, Tian-Peng Zhang, Yuan Zhang, Hai-Lian Bi, Xu-Min Guan, Hong-Xia Wang, Xia Wang, Jie Du, Yun-Long Xia, Hui-Hua Li

## Abstract

Carboxyl terminus of Hsp70-interacting protein (CHIP) is a critical ubiquitin ligase/cochaperone to reduce cardiac oxidative stress, inflammation, cardiomyocyte apoptosis and autophage etc. However, it is unclear whether overexpression of CHIP in the heart would exert protective effects against DOX-induced cardiomyopathy. Cardiac-specific CHIP transgenic (CHIP-TG) mice and the wild-type (WT) littermates were treated with DOX or saline. DOX-induced cardiac atrophy, dysfunction, inflammation, oxidative stress and cardiomyocyte apoptosis were significantly attenuated in CHIP-TG mice. CHIP-TG mice also showed higher survival rate than that of WT mice (40% versus 10%) after 10-day administration of DOX. In contrast, knockdown of CHIP by siRNA *in vitro* further enhanced DOX-induced cardiotoxic effects. Global gene microarray assay revealed that after DOX-treatment, differentially expressed genes between WT and CHIP-TG mice were mainly involved in apoptosis, atrophy, immune/inflammation and oxidative stress. Mechanistically, CHIP directly promotes ubiquitin-mediated degradation of p53 and SHP-1, which results in activation of ERK1/2 and STAT3 pathways thereby ameliorating DOX-induced cardiac toxicity.

Chronic heart failure is a consequence of cardiac remodeling processes that can be induced by various types of heart diseases such as myocardial infarction, chronic hypertension, or toxic agents. The anthracycline doxorubicin (DOX) is widely used as an effective anti-tumour drug, but its clinical use is limited by cardiotoxicity leading to congestive heart failure^1^,^2^. Although a variety of approaches to protect the heart against DOX-induced cardio-toxicity have been attempted, treatment to prevent short and long term DOX-induced cardiac damage remains limited^3^. Several lines of evidence support a critical role for molecular chaperones in the homeostasis of the cardiovascular system. Heat shock proteins are abundantly expressed within myocardial cells, and the inducible heat shock protein Hsp70 is upregulated after ischemic injury to the heart, and deletion of Hsp70 might induce cardiac dysfunction and development of cardiac hypertrophy^4^. Moreover, Hsp20 interacting with phosphorylated AKT reduces endotoxin- or DOX-induced oxidative stress and cardiotoxicity^5^,^6^. Importantly, *in vitro* screening for tetratricopeptide repeat (TPR)-containing proteins has identified carboxyl terminus of Hsp70-interacting protein (CHIP) as a novel TPR-containing proteins in the human heart. CHIP interacts with Hsp70/Hsp90 and regulates chaperone activity and protein quality control at multiple levels^7^.

CHIP is known to be a dual-function cochaperone/ubiquitin ligase that is highly expressed in the heart and other tissue cells. CHIP has ubiquitin ligase activity and targets chaperone-bound client proteins such as p53, tau, ErbB2, Ask1, Foxo1, and myocardin for the ubiquitin-mediated degradation^8^,^9^,^10^,^11^,^12^,^13^. Recently, CHIP was reported to play a critical role in cardioprotection during oxidative stress^14^. CHIP deficient mice result in markedly increased apoptosis in cardiomyocytes and endothelial cells after infarction injury^15^. In contrast, overexpression of CHIP inhibits ASK1- and p53-mediated apoptosis in cardiomyocytes and other cells^10^,^16^,^17^. However, the physiological *in vivo* role of CHIP overexpression in DOX-induced cardiac injury has not yet been investigated.

On the basis of previous findings, we therefore postulated that increased CHIP levels would ameliorate DOX-induced cardiotoxicity. To test this hypothesis, wild-type (WT) and CHIP transgenic mice (CHIP-TG) were administered with a single dose of DOX (20 mg/kg; i.p.) for 5 or 10 days. Cardiac function, histologic aspects, cytokine production, apoptosis, oxidative stress and survival were examined. Here we showed that cardiac-specific CHIP expression significantly improved cardiac function and prolonged survival *in vivo* by blocking DOX-induced apoptosis, inflammation and oxidative stress. The cardioprotective effects of CHIP against DOX toxicity were associated with ubiquitin-mediated degradation of p53, SHP-1 and preserved activation of ERK1/2 and STAT3 signaling pathways. These results suggest that CHIP may be a potential therapeutic target for the treatment of DOX-induced heart failure.

## Results

### DOX downregulates the expression of CHIP in neonatal rat cardiomyocytes and in the mouse heart

To determine the functional role of cardiac CHIP in response to DOX treatment, we first examined the expression of CHIP, HSP70 and HSP90 in neonatal rat cardiomyocytes with different doses of DOX as indicated. Western blot analysis showed that DOX treatment markedly decreased CHIP expression in a dose-dependent manner, whereas no significant change in HSP70 and Hsp90 expression was observed (see Supplementary Fig. S1a). Moreover, injection of DOX (20 mg/kg; i.p.) in mice significantly decreased CHIP expression compared with control mice (see Supplementary Fig. S1b,c). These results indicate that CHIP expression is reduced in cardiomyocytes in response to DOX.

### Overexpression of CHIP improves DOX-induced cardiac dysfunction and mortality of mice

To evaluate whether increased CHIP expression protects against DOX-induced cardiac dysfunction, CHIP-TG mice were injected with a single dose of DOX (20 mg/kg) for one time. Five days after DOX injection, cardiac function was evaluated by echocardiography. Figure 1a showed representative echocardiograms after vehicle or DOX administration in WT and CHIP-TG mice (Fig. 1a). WT mice were found to exhibit a significant decrease of left ventricular posterior wall thickness at end-diastole (LVPWD) and left ventricular posterior wall thickness at end-systole (LVPWS), a markedly increase of the left ventricular end diastolic dimensions (LVEDD) and left ventricular end systolic dimensions (LVESD), whereas these alterations were markedly restored in CHIP-TG mice (Fig. 1b–e). Moreover, DOX treatment caused a pronounced reduction in cardiac contractility reflected by fractional shortening (FS%) and ejection fraction (EF%) in WT mice, and this effect was significantly attenuated in CHIP-TG mice (Fig. 1f,g). In addition, the survival rate was significantly higher in CHIP-TG than in WT mice after DOX treatment (40% versus 10%) (Fig. 1h). No death was observed in saline-treated groups (Fig. 1h). Together, these results indicate that overexpression of CHIP ameliorates cardiac functional deterioration and survival of mice in response to DOX.

### Cardiac CHIP overexpression protects DOX-induced cardiac injury, apoptosis, atrophy, inflammation and oxidative stress in mice

To test whether CHIP overexpression inhibits DOX-induced cardiac injury and apoptosis *in vivo*, we first examined heart section with H&E staining and TUNEL assay. DOX-treated WT mice exhibited marked focal cytoplasmic vacuolization (~31.7%), a hallmark of cardiomyocyte injury, which is consistent with previous reports^18^, whereas this effect was significantly reduced in CHIP-TG mice (~11.7%) (Fig. 2a). TUNEL-positive cardiomyocytes were barely detectable in the heart of mice with saline injection. DOX injection significantly increased the number of TUNEL-positive cardiomyocytes in WT mice (~20.9%). Conversely, this change was markedly attenuated in CHIP-TG mice (~11.4%) (Fig. 2b). In addition, DOX treatment resulted in a significant increase in Bax/Bcl-2 ratio in WT mice but not in CHIP-TG mice (Fig. 2c). Furthermore, we found that DOX injection significantly reduced the wall thickness and increase the diameter of ventricular. The ratio of heart weight/body weight (HW/BW) and cross-sectional area of cardiomyocytes were also decreased compared with saline group, indicating a ventricular dilation after DOX treatment. In contrast, these changes were reversed in CHIP-TG mice (Fig. 3a,b). Five days after DOX injection, the number of Mac-2-positive macrophages and the expression levels of IL-1β, IL-6 and TNF-α mRNA were significantly decreased in CHIP-TG hearts compared with WT hearts (Fig. 3c,d). In addition, malondialdehyde (MDA) level was significantly decreased but glutathione peroxidase (GPx) activity was markedly increased in CHIP-TG mice compared with WT mice (Fig. 3e,f). There was no difference in the number of infiltrated macrophages, the levels of the cytokines, the MDA level and GPx activity between two group hearts after saline injection (Fig. 3c–f).

### Knockdown of CHIP by siRNA increases DOX-induced apoptosis, inflammatory response and oxidative stress in neonatal rat cardiomyocytes

To further confirm the role of CHIP knockdown in DOX-triggered cardiac injury, the expression of endogenous CHIP was reduced in neonatal rat cardiomyocytes by infection of adenovirus siRNA-CHIP or siRNA-control. The infection efficiency reached more than 95% after 24 hours. Cardiomyocyte viability was significantly lower and the number of TUNEL-positive cell was higher in siRNA-CHIP-infected group than siRNA-control (Fig. 4a,b). qPCR analysis revealed that DOX treatment resulted in an increase in the Bax/Bcl-2 ratio, the expression of pro-inflammatory cytokines (IL-1β, IL-6 and TNF-α) and the MDA level and a decreased in the GPx activity in siRNA-control than that in untreated group, and these effects were further enhanced in siRNA-CHIP-infected cells in response to DOX (Fig. 4c–f). No difference in these alteration was observed under the basal condition (Fig. 4).

### CHIP overexpression attenuates DOX-induced cardiac injury by regulating multiple mechanisms in the heart

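Heart RNA from 4 groups of male C57BL/6 mice was measured on 12 Affymetrix expression arrays, 3 per group. The hearts were taken 5 days after an injection of saline or of doxorubicin (DOX), an anthracycline used against cancer. The groups are named here WT saline, CHIP-altered saline, WT DOX and CHIP-altered DOX. CHIP-altered stands for the arrays that the paper calls CHIP-TG (a CHIP transgene in the heart) and that the deposited labels call CHIP knockout. The labels also give a DOX dose of 15 mg/kg, an age of 8 to 10 weeks and no treatment for the mice without DOX, where the paper gives 20 mg/kg, 10 to 12 weeks and saline. Stub1, the gene that encodes the ubiquitin ligase and cochaperone CHIP, was higher on the CHIP-altered arrays with and without DOX. On the brighter of its 2 probe sets the intensity was 1830 ± 33.7 (SD, n = 3) in WT saline and 9410 ± 568 (SD, n = 3) in CHIP-altered saline hearts, a log2 fold change of 2.34 (standard error 0.13, adjusted p = 2.2e-04 from limma). After DOX it was 1940 ± 10.2 (SD, n = 3) in WT and 7430 ± 1660 (SD, n = 3) in CHIP-altered hearts, a log2 fold change of 1.89 (standard error 0.13, adjusted p = 9.9e-04 from limma). Both calls held without each of the arrays compared in turn. The other Stub1 probe set had log2 fold changes of -0.04 after saline (adjusted p = 0.94) and -0.08 after DOX (adjusted p = 0.74). The deposited table gives no position of either probe set on the transcript, so it is not known whether they lie in a transgene or in a deleted part of the gene. In a fit to the 6 DOX arrays alone the fold change of the higher probe set was also 1.89, with an adjusted p of 0.052. The values are linear intensities made by the submitters with Affymetrix Expression Console, and 32 was added to each before the log2 was taken. Each probe set was tested with limma in 1 model with 4 group means. The p-values were adjusted over all probe sets by the Benjamini-Hochberg method. Neither the labels nor the paper's text states whether RNA of several hearts was pooled on an array. With 3 arrays per group the number of arrays limits the precision of every value.

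**Figure D1:**
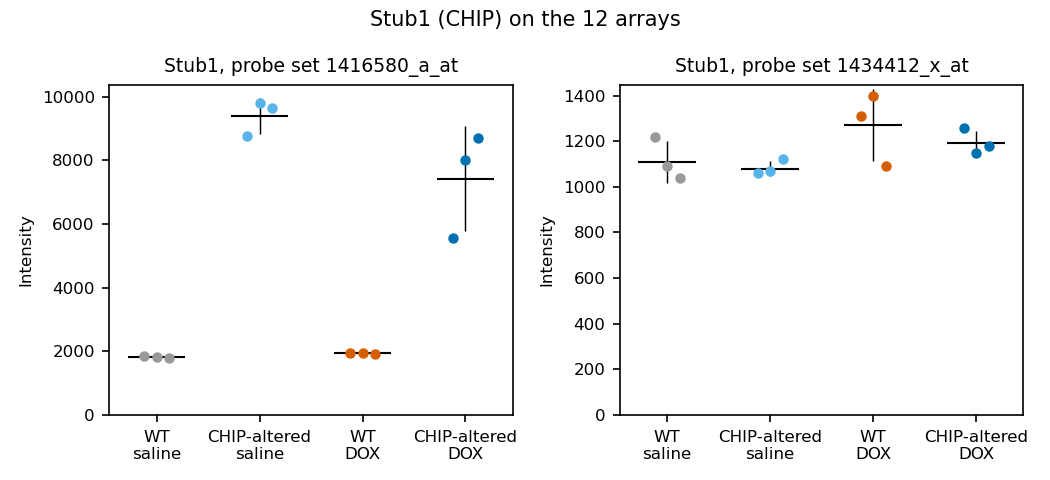
Intensity (linear scale) of the 2 Stub1 probe sets on each of the 12 arrays. Dots are arrays, horizontal lines group means and vertical bars the SD (n = 3). On the left all 6 CHIP-altered arrays lie above all 6 WT arrays, and on the right the groups overlap.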

To investigate the molecular events of cardiac contraction improvement in CHIP-TG mice after DOX injection, we performed microarray assay to examine the effects of CHIP overexpression on the global gene expression profile of hearts after saline and DOX injection. We found that cardiac CHIP overexpression resulted in significant regulation of 1938 genes compared with WT mice after DOX-treatment. Among them, 657 genes were significantly upregulated, and 1281 genes markedly downregulated. 

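After DOX, the CHIP-altered hearts (called CHIP-TG by the paper and labelled CHIP knockout) differed most from WT hearts in a gene of the cardiac Z-disc. Myot, which encodes the Z-disc protein myotilin, had an intensity of 1310 ± 290 (SD, n = 3) in WT DOX and 186 ± 25.7 (SD, n = 3) in CHIP-altered DOX hearts. Its log2 fold change of -2.61 (standard error 0.14, adjusted p = 3.3e-04 from limma) was the largest in either direction among the probe sets that passed. Stbd1, whose protein binds glycogen, was higher, with 150 ± 38.9 (SD, n = 3) in WT DOX and 479 ± 79.5 (SD, n = 3) in CHIP-altered DOX hearts, a log2 fold change of 1.50 (standard error 0.24, adjusted p = 0.032 from limma). Pla2g5, a secreted phospholipase A2, was also higher, with 64.8 ± 34.4 (SD, n = 3) and 224 ± 42.5 (SD, n = 3), a log2 fold change of 1.44 (standard error 0.23, adjusted p = 0.032 from limma). In all, 424 probe sets, which name 345 genes, differed between the genotypes at an adjusted p under 0.05 from limma. Of these, 94 did so by at least 1.5-fold. At an unadjusted p under 0.05 limma gave 6969 probe sets. In 20.4% of all probe sets the 3 values of one genotype lay wholly above those of the other, where chance gives 10%. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1. Without WT DOX replicates 1, 2 and 3 in turn the count was 106, 45 and 893, and without CHIP-altered DOX replicates 1, 2 and 3 in turn it was 524, 19 and 22. The call of Myot held each time, while that of Stbd1 ended without 5 and that of Pla2g5 without 4 of the 6 arrays (highest adjusted p 0.12 for each, without CHIP-altered DOX replicate 2). A fit to the 6 DOX arrays alone gave 2 probe sets, both higher, and there Myot kept its fold change but lost its call (adjusted p = 0.052).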

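More probe sets were lower than higher in the DOX-treated CHIP-altered hearts (called CHIP-TG by the paper and labelled CHIP knockout). At an adjusted p under 0.05 from limma, 293 probe sets, which name 233 genes, were lower, and 131, which name 112 genes, were higher. Among those that differed by at least 1.5-fold, 69 were lower and 25 higher. The lower genes with large changes included Rpl3l, a ribosomal protein gene of heart and skeletal muscle with 1340 ± 271 in WT DOX and 487 ± 128 in CHIP-altered DOX hearts (SD, n = 3). Its log2 fold change was -1.42 (standard error 0.25, adjusted p = 0.04 from limma). They also included Gnmt, a glycine methyltransferase (log2 fold change -1.12, standard error 0.16, adjusted p = 0.025), and the monocarboxylate transporter gene Slc16a6 (-1.14, standard error 0.19, adjusted p = 0.036). Another was Pnpla7, a lysophospholipase (-1.03, standard error 0.16, adjusted p = 0.028). Tecrl, a gene of the endoplasmic reticulum in which mutations cause inherited arrhythmia, had a log2 fold change of -0.91 (standard error 0.13, adjusted p = 0.023). Among the higher genes were Slc16a7, another monocarboxylate transporter, with 52.2 ± 11.2 in WT DOX and 172 ± 21.9 in CHIP-altered DOX hearts (SD, n = 3). The log2 fold change was 1.28 (standard error 0.21, adjusted p = 0.032 from limma). Slc38a3, a glutamine transporter, was higher too (0.72, standard error 0.11, adjusted p = 0.031). Quantile normalization moved the balance, to 233 higher and 262 lower among 495 probe sets. Of the 23 genes other than Stub1 with the largest changes (12 in each direction), 8, 5 and 20 passed without WT DOX replicates 1, 2 and 3 in turn, and 17, 2 and 2 without CHIP-altered DOX replicates 1, 2 and 3 in turn.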

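Most of the probe sets that differed between the DOX-treated genotypes had the same direction in the saline hearts, which are other arrays. Myot was lower in CHIP-altered saline hearts (called CHIP-TG by the paper and labelled CHIP knockout) too, at 63 ± 4.79 (SD, n = 3) against 414 ± 45.1 (SD, n = 3) in WT saline, a log2 fold change of -2.23 (standard error 0.14, adjusted p = 5.0e-04 from limma). Rpl3l had a saline difference of -1.85 (standard error 0.25, adjusted p = 0.013 from limma, 0.059 without WT saline replicate 2). For Phlda3, a p53 target that represses AKT, it was 1.68 (standard error 0.16, adjusted p = 0.0044 from limma). Of the 424 probe sets that differed after DOX, 376 (88.7%) had the same direction after saline, and 136 passed there in that direction. Their median log2 fold change in the direction of the DOX difference was 0.43 after DOX and 0.22 after saline. Over the 817 probe sets that passed after saline it was the other way round, 0.45 after saline and 0.23 after DOX, and 90.7% had the same direction. Each set is larger in the comparison it was chosen on, so these medians do not show which difference is larger. Over all probe sets, called or not, 56.2% had the same direction. There the log2 fold changes after DOX and after saline had a Pearson r of 0.46. The 2 log2 fold changes had a Pearson r of 0.81 across the 424 probe sets, which are not independent replicates. Other splits of the saline arrays into 3 and 3 reached 0.76 in size. Each of these divides the genotypes unevenly, so part of the genotype difference stays in it. The 0.76 is therefore no measure of chance. Ccn1, the matricellular protein gene that the paper calls Cyr61, was an exception. Its intensity was 358 ± 44.6 (SD, n = 3) in WT saline and 396 ± 53 (SD, n = 3) in CHIP-altered saline hearts (log2 fold change 0.13, adjusted p = 0.76 from limma). The test of whether the DOX response differed between the genotypes (the interaction) passed for 0 probe sets with limma. Ccn1 was at an interaction of -1.49 (standard error 0.18, adjusted p = 0.076). At an unadjusted p under 0.05 the interaction gave 3914 probe sets with limma. After adjustment, limma with a trended and robust variance gave 4, and limma with array weights gave 5. Without CHIP-altered saline replicate 2 the interaction gave 2 probe sets, and without WT DOX replicate 1, WT DOX replicate 3 or CHIP-altered DOX replicate 3 it gave 1. Average linkage on 1 minus the correlation over the 424 probe sets, each centred and scaled, put the arrays in 4 clusters that were the 4 groups, with the 2 CHIP-altered groups side by side. These probe sets were chosen for the genotype difference. Average linkage on Euclidean distances of log2 intensity over all probe sets did not give the 4 groups. There the 4 clusters were CHIP-altered saline replicate 3 alone, the other 5 saline arrays, WT DOX replicate 2 alone, and the other 5 DOX arrays. The probe sets that were higher after DOX had a mean z-score of -0.16 in WT saline, 0.80 in CHIP-altered saline, -1.24 in WT DOX and 0.60 in CHIP-altered DOX hearts. They were chosen on the DOX arrays, so only the difference between the 2 saline groups is free of that choice. Over all probe sets the Pearson correlation of log2 intensity between arrays averaged 0.994 within groups and 0.988 between groups.

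**Figure D2:**
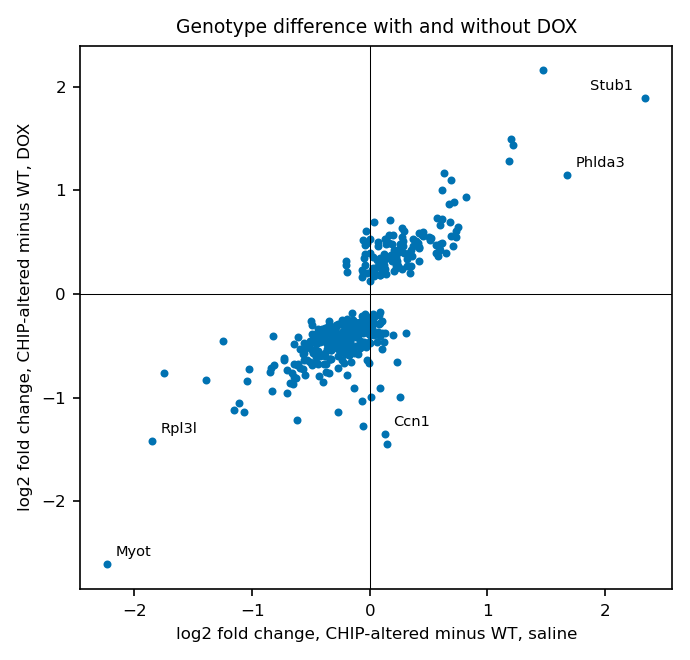
Log2 fold change of CHIP-altered against WT hearts for the 424 probe sets that passed after DOX, with the saline arrays on the horizontal axis and the DOX arrays on the vertical axis. Each point is a probe set. Most points (88.7%) have the same sign on both axes, Myot lies far down on the left and Ccn1 lies low near the middle of the horizontal axis.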

The hierarchical clustering analysis showed differentially expressed genes in the four groups (Fig. 5a). We then analyzed the functional bias of these differentially expressed genes according to Gene Ontology (GO) classifications. A total of 511 GO items associated with up-regulated genes and 477 GO items associated with down-regulated genes were significantly altered between CHIP-TG and WT mice after DOX injection. Moreover, the majority of enriched GO terms among the differentially expressed genes were associated with apoptosis, immune/inflammation, cell growth and oxidative stress (Fig. 5b, Table 1). 

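Of the 102 distinct genes that could be matched over all 7 headings of Table 1, 18 passed the limma test between DOX-treated CHIP-altered hearts (called CHIP-TG by the paper and labelled CHIP knockout) and WT hearts in the paper's direction. Here and in the gene lists below, each gene was taken on its probe set with the highest mean. Counting any probe set of a gene, 20 of the 102 passed. Of the 17 entries for extracellular matrix and fibrosis, all 17 had the paper's direction and 5 passed. They include Sulf2, a heparan sulfate sulfatase, with 589 ± 81.1 in WT DOX and 1100 ± 76.2 in CHIP-altered DOX hearts (SD, n = 3). Its log2 fold change was 0.87 (standard error 0.15, adjusted p = 0.04 from limma). Another is Smoc2, a matricellular protein (0.71, standard error 0.12, adjusted p = 0.036). Of 35 apoptosis entries, 33 had the paper's direction and 7 passed. Among these were Phlda3 (1.15, standard error 0.16, adjusted p = 0.023) and Mmp2, a matrix metalloproteinase (1.00, standard error 0.19, adjusted p = 0.047). Others were Fhl2, a LIM domain protein of the sarcomere (0.64, standard error 0.08, adjusted p = 0.019) and Casp9, the initiator caspase of the mitochondrial pathway (-0.46, standard error 0.09, adjusted p = 0.046). Of 28 oxidation-reduction entries, 25 had the paper's direction and 4 passed, among them Nqo2, a quinone reductase (0.36, standard error 0.07, adjusted p = 0.043). For immune and inflammatory response these counts were 12 of 12 with 1 passing (Slit2, a secreted guidance protein, adjusted p = 0.042). For cell growth they were 15 of 15 with 3 passing, among them the tumor suppressor Nf2 (0.56, standard error 0.08, adjusted p = 0.022). The study chose these genes on these arrays, so the counts are not independent evidence of the directions. Lists of the same themes were written before the data were examined and tested with camera at a preset correlation of 0.01. They share genes with Table 1, among them 5 of the 23 apoptosis regulators. Camera was not repeated without the shared genes, so the lists are no independent check of Table 1. Of 27 extracellular matrix and collagen genes, 25 had a higher mean in CHIP-altered DOX hearts (median log2 fold change 0.61, camera adjusted p = 2.7e-06, adjusted p = 0.69 with an estimated correlation). Over all probe sets 1 passed limma, and 8 passed when adjusted over the list alone. In all, 9 of the 27 are also in Table 1. The 10 fibroblast markers all had a higher mean (median 0.24, camera adjusted p = 0.0039, adjusted p = 0.69 with an estimated correlation). Of these 1 passed, both over all probe sets and when adjusted over the list alone. This was Lum, a collagen-binding proteoglycan, with 555 ± 35.1 and 1310 ± 309 (SD, n = 3), a log2 fold change of 1.17 (standard error 0.15, adjusted p = 0.02 from limma). Of 15 macrophage markers 13 had a higher mean (median 0.41, camera adjusted p = 0.0029, adjusted p = 0.81 with an estimated correlation). Of them 0 passed limma over all probe sets, 5 were higher at an unadjusted p under 0.05 and 2 were higher when adjusted over the list alone, and 2 are in Table 1. The 23 apoptosis regulators had no camera call (median 0.01, mean -0.05, adjusted p = 0.53). On the probe set with the highest mean of each gene, Casp9 alone passed limma, also when adjusted over the list alone. Another probe set of Cycs, also in this list, passed over all probe sets (0.36, adjusted p = 0.049 from limma). The 21 antioxidant and NRF2 target genes had no camera call either (median 0.03, mean -0.06, adjusted p = 0.71). Of these, 0 passed limma over all probe sets, 3 were higher and 4 lower at an unadjusted p under 0.05, and 2 were higher and 2 lower when adjusted over the list alone. Of the 18 Table 1 genes that passed, 5, 5 and 15 did so without WT DOX replicates 1, 2 and 3 in turn and 11, 1 and 1 without CHIP-altered DOX replicates 1, 2 and 3 in turn. The call of Lum ended without 4 arrays (highest adjusted p 0.084, without CHIP-altered DOX replicate 2). The GO terms themselves were not tested, and no GO annotation was used.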

Some of the significantly up-regulated genes such as Cyp2b10, Mthfd2, Postn, Col3a1, Btg2, Igf1, and down-regulated genes such as Cyr61 and Lcn2 were also verified by qPCR analysis (Fig. 5c,d). Furthermore, analysis of pathways of genes with significantly differences between CHIP-TG and WT mice showed that 113 pathways were significantly up-regulated and 140 pathways were down-regulated, which are mainly involved in regulating metabolic pathways, cytokine-receptor interaction, p53, insulin signaling, mTOR, MAPKs, and ubiquitin-mediated proteolysis, etc. (see Supplementary Fig. S3).

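Of the 8 genes of Fig. 5c,d, Ccn1 (Cyr61) passed the limma test between DOX-treated CHIP-altered hearts (called CHIP-TG by the paper and labelled CHIP knockout) and WT hearts, and the other 7 did not. The legend of Fig. 5c gives 6 per group for the array values, while the deposited data and the legend of Fig. 5a have 3 arrays per group. Ccn1, a matricellular protein gene induced by stress, had an intensity of 751 ± 120 (SD, n = 3) in WT DOX and 272 ± 9.15 (SD, n = 3) in CHIP-altered DOX hearts, a log2 fold change of -1.35 (standard error 0.13, adjusted p = 0.0045 from limma). It passed without each of the 6 DOX arrays in turn but not in a fit to these 6 arrays alone (adjusted p = 0.052). Its other probe sets had log2 fold changes of -1.45 (adjusted p = 0.0044), -1.27 (adjusted p = 0.019) and -1.08 (adjusted p = 0.079). Cyp2b10, a cytochrome P450 gene, had 47.5 ± 28.2 in WT DOX and 171 ± 35.7 in CHIP-altered DOX hearts (SD, n = 3). Its log2 fold change was 1.40 (standard error 0.38, adjusted p = 0.12 from limma), and its other probe sets had 0.56 (adjusted p = 0.15) and 1.22 (adjusted p = 0.099). Mthfd2, a mitochondrial enzyme of folate metabolism, had 55.6 ± 4.1 and 85.8 ± 14.8 (SD, n = 3). This is a log2 fold change of 0.42 (standard error 0.12, adjusted p = 0.14), and 0.92 on its second probe set (adjusted p = 0.17). For the matrix genes Postn (periostin) and Col3a1 (collagen III) the log2 fold changes were 1.43 (standard error 0.55, adjusted p = 0.25) and 1.37 (standard error 0.52, adjusted p = 0.24). The other Col3a1 probe set had 0.41 (adjusted p = 0.5). The Postn mean of CHIP-altered DOX hearts rests largely on replicate 2, at 1030 beside 157 and 169, against 97.3 ± 25.6 (SD, n = 3) in WT DOX hearts. Igf1, a growth factor gene, had a log2 fold change of 0.53 (standard error 0.17, adjusted p = 0.18) on its brightest probe set. The others had 0.52 (adjusted p = 0.18), 0.26 (adjusted p = 0.39) and 0.53 (adjusted p = 0.056). The 2 probe sets of Btg2, an antiproliferative p53 target, went opposite ways, with -0.48 (standard error 0.28, adjusted p = 0.47) on the brighter and 1.25 (standard error 0.42, adjusted p = 0.19) on the other. Lcn2, which encodes lipocalin 2, had 280 ± 203 in WT DOX and 113 ± 50.7 in CHIP-altered DOX hearts (SD, n = 3). Its log2 fold change was -0.98 (standard error 1.09, adjusted p = 0.73). The standard error takes in the spread within all 4 groups, saline groups included. For Lcn2, CHIP-altered saline replicate 3 was at 1530 beside 19.1 and 30.3. The p-value is therefore no measure of the spread of the DOX hearts alone. Where a gene has several probe sets, the one with the highest mean over the 12 arrays is given first.

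**Figure D3:**
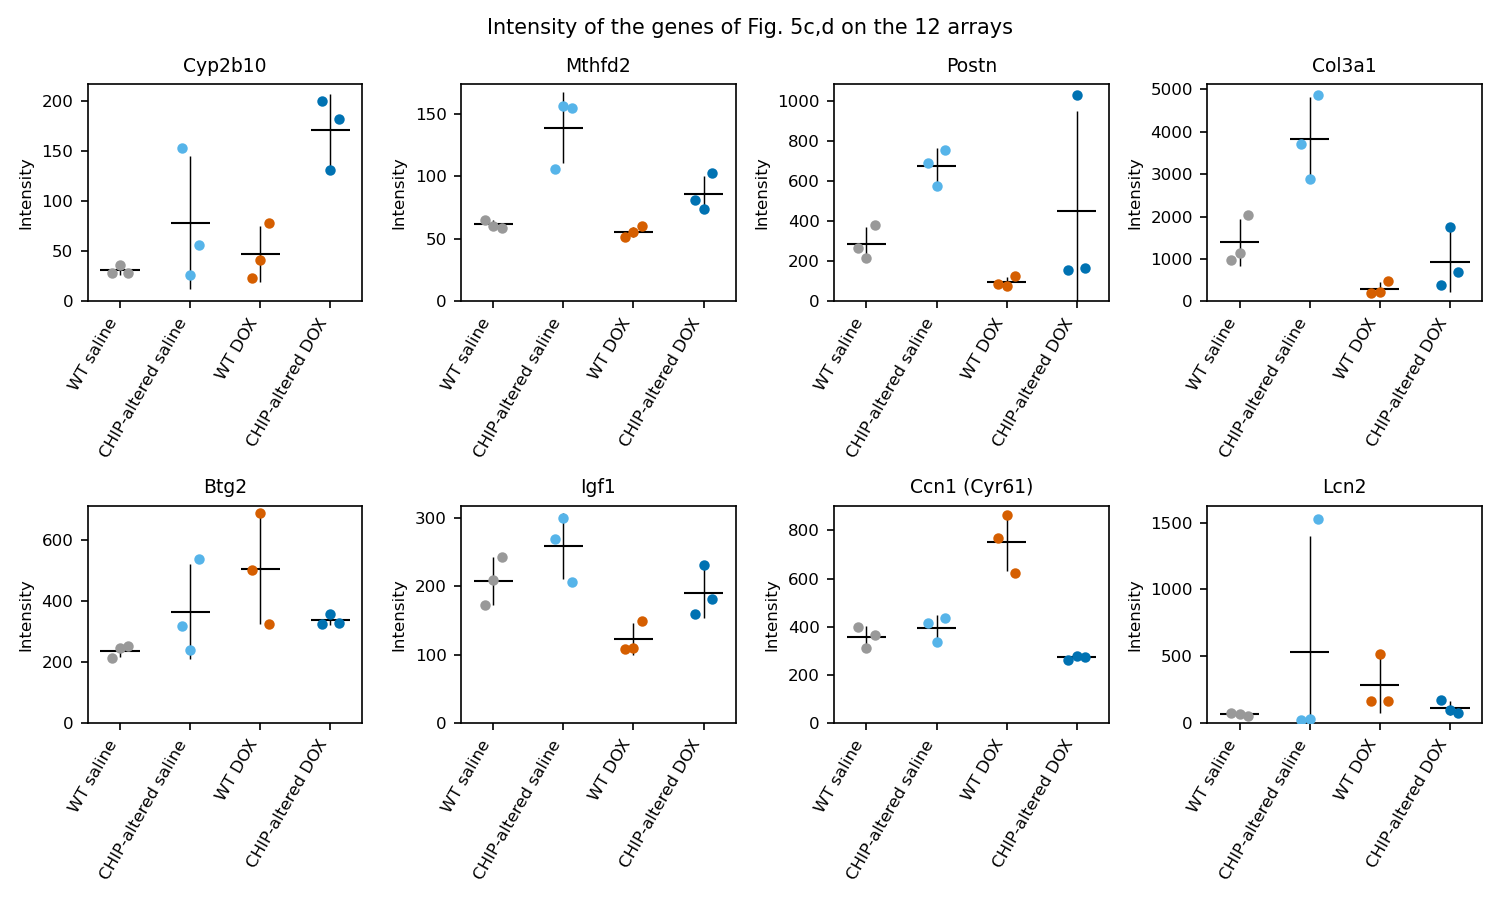
Intensity (linear scale) of the 8 genes on the 12 arrays, on the probe set with the highest mean. Dots are arrays, horizontal lines group means and vertical bars the SD (n = 3), drawn only above 0. Ccn1 is highest in WT DOX hearts, and a single CHIP-altered DOX array carries much of the Postn mean.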

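Genes of muscle atrophy were lower as a group, by camera with a preset correlation but not with an estimated one, in DOX-treated CHIP-altered hearts (called CHIP-TG by the paper and labelled CHIP knockout) than in DOX-treated WT hearts. In these lists each gene was taken on its probe set with the highest mean, except where another probe set is named. Of 14 muscle atrophy genes, which include FoxO factors and autophagy genes, 13 had a lower mean (median log2 fold change -0.39, camera adjusted p = 7.8e-04, adjusted p = 0.69 with an estimated correlation). Of these 1 (Eif4ebp1) passed limma over all probe sets, and 4 were lower and 1 higher when adjusted over the list alone. Of 22 insulin and mTOR signaling genes, 3 were lower and 0 higher, also when adjusted over the list alone (median -0.08, camera adjusted p = 0.021, adjusted p = 0.69 with an estimated correlation). The first is Insr, the insulin receptor, with 1750 ± 123 in WT DOX and 1160 ± 150 in CHIP-altered DOX hearts (SD, n = 3). Its log2 fold change was -0.59 (standard error 0.11, adjusted p = 0.042 from limma). The others are Pdpk1, a kinase that activates AKT (-0.52, standard error 0.09, adjusted p = 0.04) and Eif4ebp1, a repressor of translation that mTOR inhibits (-0.69, standard error 0.12, adjusted p = 0.037). Of 32 ubiquitin ligase and conjugation genes, besides Stub1 itself, Skp1, a part of SCF ligases, was higher (0.27, standard error 0.05, adjusted p = 0.049 from limma). The ubiquitin-conjugating enzyme gene Ube2d3 was lower, with 2050 ± 88.3 and 1520 ± 21.2 (SD, n = 3), a log2 fold change of -0.42 (standard error 0.04, adjusted p = 0.0078 from limma). Lower calls on other probe sets than the one with the highest mean were those of Cul3 (-0.36 and -0.47), Ube2j1 (-0.53) and Nedd4l (-0.45). Over that list the median was -0.07 (camera adjusted p = 0.029, adjusted p = 0.58 with an estimated correlation), with 2 higher and 6 lower when adjusted over the list alone. The estimated correlation of that list was 0.00, under the preset 0.01. A higher correlation therefore does not account for the loss of its call, and the cause was not tested. Of 31 proteasome subunit genes, Psmb3 was higher (0.22, standard error 0.04, adjusted p = 0.031 from limma). In that list 2 were higher and 1 lower when adjusted over the list alone, and the median was -0.02 (camera adjusted p = 0.67). Genes of the integrated stress response and of serine and folate metabolism were higher as a group (22 genes, median 0.16, camera adjusted p = 0.0044, adjusted p = 0.69 with an estimated correlation). Of them 0 passed limma over all probe sets, 9 were higher and 1 lower at an unadjusted p under 0.05, and 8 were higher and 1 lower when adjusted over the list alone. In this list 6 are in Table 1, whose genes the study chose on these arrays. Table 1 also holds 5 of the p53 target genes and 6 of the cytokine and chemokine genes below. The other metabolic lists, 28 oxidative phosphorylation genes (median 0.04, camera adjusted p = 0.27) and 20 fatty acid oxidation genes (median -0.08, camera adjusted p = 0.29), had 0 members passing limma over all probe sets or when adjusted over the list alone. At an unadjusted p under 0.05 these lists had 2 higher and 1 lower member, respectively. Another probe set of Cycs, an oxidative phosphorylation gene, did pass over all probe sets (0.36, adjusted p = 0.049 from limma). Of 23 p53 target genes, Phlda3 passed, 4 were higher and 3 lower when adjusted over the list alone, and the median was 0.03 (camera adjusted p = 0.53). Ccng1, also in this list, passed on another probe set (0.67, adjusted p = 0.043 from limma). The 27 cytokine and chemokine genes (median 0.09, camera adjusted p = 0.13) had 0 members passing limma over all probe sets or when adjusted over the list alone and 1 higher at an unadjusted p under 0.05. The 16 MAP kinase pathway kinases (median -0.08, camera adjusted p = 0.27) had 0 passing limma over all probe sets, 3 higher and 2 lower at an unadjusted p under 0.05, and 1 higher when adjusted over the list alone. Mapk9, a member of this list, did pass on another probe set, with a log2 fold change of 0.24. Of 24 immediate early and ERK feedback genes, Ccn1 passed, 2 were lower when adjusted over the list alone, and the median was -0.07 (camera adjusted p = 0.34). The call of the ubiquitin list ended without WT DOX replicate 2 or 3 or CHIP-altered DOX replicate 2 or 3 (highest adjusted p 0.096, without CHIP-altered DOX replicate 2). That of the insulin and mTOR list ended without CHIP-altered DOX replicate 2 or 3 (highest 0.11, without replicate 3). The atrophy and stress response calls held without each DOX array in turn. Of the 13 list members other than Stub1 that passed, 3, 3 and 8 did so without WT DOX replicates 1, 2 and 3 in turn and 10, 2 and 2 without CHIP-altered DOX replicates 1, 2 and 3 in turn. From its own pathway analysis the paper names mainly ubiquitin-mediated proteolysis, metabolic pathways, cytokine-receptor interaction, and p53, MAPK, mTOR and insulin signaling. It takes p53, IGF1R/AKT, MAPKs and gp130/STAT3 on to protein measurements.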

### Effect of CHIP on the p53, ERK and STAT3 signaling pathways

To further determine which signaling pathways were involved in the possible mechanism of CHIP cardioprotection against DOX, we selectively assessed the activation of several major signaling pathways, including p53, IGF1R/AKT, MAPKs (ERK, JNK) and gp130/STAT3, which play important roles in regulating cardiac hypertrophy, myocyte apoptosis, inflammation, and oxidative stress^19^. We found that DOX-treatment did not significantly reduce the protein levels of receptors IGF1R and gp130, but markedly increased the levels of p53 and phosphorylated JNK1/2, decreased the levels of phosphorylated AKT, ERK1/2, Jak and STAT3 in WT hearts compared with saline-treated group, whereas the levels of p53 and phosphorylated ERK1/2, Jak and STAT3 rather than phosphorylated AKT and JNK1/2 were significantly reversed in CHIP-TG mice (Fig. 6a and Supplemental Fig. S2a,b). In contrast, knockdown of CHIP by siRNA markedly increased the level of p53 protein and decreased ERK1/2 and STAT3 phosphorylation in neonatal rat cardio-myocytes compared with DOX-treated siRNA-control (see Supplementary Fig. S2c). These results suggest that the protective effect of CHIP on DOX-induced cardiotoxicity was partially mediated by p53, ERK1/2 and STAT3 signaling pathways.

### CHIP promotes ubiquitin-mediated degradation of SHP-1

Previous study have proved that CHIP was responsible for p53 degradation in the heart^20^. To investigated how CHIP mediates activation of Jak/STAT3 and ERK1/2, we first assessed whether CHIP affected the tyrosine phosphatase SHP-1 that was known to suppress Jak/STAT3 and ERK1/2 pathways in H9c2 cells^21^,^22^. Our co-immunoprecipitation assays revealed that SHP-1 were precipitated by antibody against CHIP, but not by control rabbit IgG (Fig. 6b), indicating that CHIP directly interacted with SHP-1 in cardiomyocytes. We then sought to determine whether CHIP downregulates SHP-1 in heart tissues, and found that the SHP-1 protein level was significantly increased in DOX-treated wild-type mice, whereas this effect was abrogated in CHIP-Tg hearts (Fig. 6a). To establish whether CHIP mediated SHP-1 ubiquitylation, we immuneprecipitated SHP-1 from Ad-GFP- or Ad-CHIP-infected H9c2 cells and immunoblotted for ubiquitylated species. We found that increased expression of CHIP significantly increased SHP-1 ubiquitylation compared with Ad-GFP control (Fig. 6c). To further determine whether CHIP promotes SHP-1 degradation through proteasomes, we used proteasome inhibitor MG132 to treat H9c2 cells. Consistent with the results from animal experiments, overexpression of CHIP also significantly decreased the protein levels of SHP-1 compared with Ad-GFP control (Fig. 6d, lane 2 vs 1), and this effect was markedly reversed MG132 (Fig. 6d, lane 4 vs 2), indicating that CHIP targets SHP-1 protein for proteasome degradation. To further study the crucial role of CHIP in regulating SHP-1 degradation and activation of Jak/STAT3 and ERK1/2 pathways, H9c2 cells were transfected with siRNA-CHIP, siRNA-SHP-1 or siRNA control. We found that knockdown of CHIP significantly upregulated SPH1 protein level but decreased the phosphorylation of Jak, STAT3 and ERK1/2 (Fig. 6e, lane 2 vs 1), whereas depletion of SHP-1 markedly reversed this effect (Fig. 6e, lane 3 vs 2), indicating that CHIP promotes Jak/STAT3 and ERK1/2 activation through degradation of SHP-1.

## Discussion

CHIP, as a chaperone and ubiquitin E3 ligase, has been widely explored in protection against ischemic injury and other stress stimuli^7^,^10^,^13^,^14^,^15^,^17^,^18^. However, its possible protective effects on DOX-induced cardio-toxicity and underlying mechanisms are not well defined. In this report, we provide the first evidence that CHIP *in vivo* and *in vitro* protects against DOX-induced cardiac apoptosis, atrophy, inflammatory and oxidative stress resulting in prevention of cardiac dysfunction and improvement of mouse survival. These effects were associated with alteration of multiple signaling pathways, including decreased p53 and increased activation of ERK1/2 and STAT3 signaling pathways.

DOX is one of the most important anticancer agents. However, clinical use of DOX is limited by its cardiotoxicity^1^,^2^,^3^. Although the precise mechanisms whereby DOX induces myocardial injury have not been fully elucidated, it is widely accepted that the DOX induces cardiac injury via several mechanisms, including activation of ubiquitin-proteasome system, sarcomere reorganization, induction of proinflammatory cytokines, free radical generation and apoptotic cell death that are the typical changes in DOX-induced heart failure^23^. Several recent findings indicate that cardiomyocyte apoptosis is a leading cause of cardiac dysfunction in DOX-induced cardiomyopathy^23^. DOX evokes oxidative stress and expression of pro-apoptotic protein p53 and Bax, which activates apoptotic signaling leading to cardiomyocyte apoptosis in the heart and in isolated cardiomyocytes^3^,^24^,^25^. Moreover, overexpression of antioxidant genes such as manganese superoxide dismutase and catalase in the heart protects mice against DOX-induced heart failure^26^,^27^. CHIP can activate HSF1 and protect against apoptosis and cellular stress^14^. CHIP also promotes ASK1 degradation leading to inhibition of cell apoptosis^10^. In contrast, CHIP knockout aggregates ischemia/reperfusion-induced myocardial apoptosis and dysfunction^15^,^16^. To seek evidence of the protective effect of CHIP in DOX-induced apoptosis, we conducted a series of TUNEL assays, analyses of Bax and Bcl-2 expression and measurement of oxidative stress *in vivo* and *in vitro*. Our results demonstrated that increased CHIP expression markedly preserved cardiac dysfunction and mouse survival (Fig. 1), effectively decreased TUNEL-positive cardiomyocytes, Bax/Bcl-2 ratio, MDA level but enhanced the activity of antioxidant enzyme GPx (Figs 2 and 3). These results suggest that CHIP may play a critical role in protecting cardiomyocyte apoptosis evoked by DOX partially through inhibition of oxidative stress.

Studies have demonstrated that DOX induces cardiac dysfunction, which was accompanied by marked cardiac atrophy^28^,^29^ and infiltration of inflammatory cells^30^. It has been reported that DOX can lead to cardiac atrophy^30^,^31^, which was also confirmed in our study (Fig. 3a,b). Our new finding is that cardiac-specific overexpression of CHIP exerts an anti-atrophic effect on heart caused by DOX (Fig. 3a,b). Oxidative stress can directly trigger cytokine expression, which was markedly increased in the early time and 5 days after DOX injection^32^. Recently, our results indicate that CHIP is involved in Ang II-induced expression of pro-inflammatory cytokines through inactivation of NF-κB in the mouse heart and neonatal rat cardiomyocytes^18^. Consistent with these observations, the present results showed that DOX-induced accumulation of macrophages and the expression of pro-inflammatory cytokines such as IL-1β, IL-6 and TNF-α were markedly suppressed in CHIP-TG mice (Fig. 3c,d). In contrast, knockdown of CHIP had opposite effect (Fig. 4).

Cardiac injury including apoptosis, atrophy, inflammation and oxidative stress induced by DOX ultimately leads to cardiomyopathy and congestive heart failure^1^. The mechanisms leading to DOX-induced myocardial damage may involve multiple signaling pathways, including p53, IGF1R/AKT, NF-kB, MAPKs (ERK, JNK), and gp130/Jak/STAT3^23^. For example, the p53 null mice show reduced cardiomyocyte apoptosis and concomitant improvements in cardiac function^33^. Inhibition of AKT and ERK pathways is associated with DOX-induced cardiotoxicity, which is prevented by the administration of cardio-protective reagents, such as oleylethanolamide, dexrazoxane, granulocyte colony-stimulating factor (G-CSF) that increased ERK1/2 activity^5^,^19^,^34^. Moreover, several studies have demonstrated that CHIP interacts with HSP90 and can regulate both ERK1/2 and Jak/STATs pathways in various cell types^35^,^36^,^37^,^38^,^39^,^40^,^41^. To further explore the protective mechanisms of CHIP in DOX-induced cardiac injury, we first performed microarray assay, and identified several signaling pathways were associated with cardiac injury, including ECM-receptor interaction, cytokine-receptor interaction, p53, insulin signaling, MAPKs, and ubiquitin-mediated proteolysis (Supplementary Fig. S3). Western blot further demonstrated that CHIP did not affect IGF1R/AKT, JNK1/2, gp130 (Supplementary Fig. S2A,B), but can interacted with and promoted SHP-1 degradation by proteasome thereby leading to activation of Jak/STAT3 and ERK1/2 (Fig. 6). A study has demonstrated that CHIP plays a role in mediating p53 degradation in the ischemic heart^20^. Gp130/Jak/STAT3 signaling pathway also participates in cardiac injury. Overexpression of STAT3 in the heart protects against DOX-induced cardiomyopathy, thus resulting in an improved survival rate by preventing progression of heart failure^42^. SHP-1 is known to serve as an important phosphatase of the Jak/STAT signaling pathway^21^,^43^,^44^. Loss of SHP-1 enhances the stability of Jak3 and activates Jak3/STAT3 signaling^21^. In addition, SHP-1 also interacts with ERK1/2 and negatively regulated MAPK/ERK1/2 signaling pathway 22,45,46. Together, above data indicate that CHIP protects against DOX-induced cardiac injury at least in part through ubiquitin-mediated degradation of p53 and SHP-1, and activation of Jak/STAT3 and ERK1/2 pathways.

In conclusion, this study demonstrates that cardiac-specific overexpression of CHIP ameliorated DOX-induced cardiac injury and dysfunction. The mechanisms underlying its protection at least in part were associated with the attenuation of DOX-triggered oxidative stress, the stability of p53 and SHP-1 proteins, and the activation of ERK1/2 and Jak/STAT3 signaling pathways, leading to inhibition of DOX-induced cardiomyocyte apoptosis, atrophy and inflammation. Consequently, left ventricular contractile function and mouse survival was improved after DOX injury. Thus, increased CHIP expression might be a promising therapeutic target for the treatment of DOX-triggered cardiac injury and heart failure.

## Materials and Methods

### Antibodies and reagents

Dulbecco’s modified Eagle’s medium, medium supplements, and fetal bovine serum was purchased from Invitrogen (Carlsbad, CA). Doxorubicin (DOX) was obtained from Sigma-Aldrich. Antibodies were purchased from Cell Signaling Technology (Beverly, MA) and (Abcam, Inc. (Cambridge, UK) (Supplemental Materials and methods).

### Cell culture and adenoviral constructs

Neonatal rat cardiomyocytes were isolated by enzymatic disassociation of 1-day-old Sprague Dawley rats with a mixture of 80 mg/kg ketamine and 30 mg/kg xylazine as described^47^. H9c2 cells were obtained from American Type Culture Collection (ATCC, Rockville, MD, USA). Recombinant adenoviruses expressing GFP alone (Ad-GFP), CHIP (Ad-CHIP), scrambled siRNA (siRNA-control, 5′-GTGCGTTGCTAGTACCAAC-3′; siRNA-CHIP, 5′-TGAGGCCAAGCACGATAAA-3′; siRNA-SHP-1, 5′-CCGCUACAAGAACAUUCUUTT-3′) driven by the cytomegalovirus promoter were generated with the Ad-Easy system^47^. Twenty-four hours after plating, cells were infected with Ad-GFP, Ad-CHIP, siRNA-control and siRNA-CHIP for 24 hours and then treated with 0.5 μM DOX for the indicated time points.

### Animals and treatments

Cardiac-specific CHIP transgenic mice were created as described previously^18^. CHIP transgenic (TG) mice (male, C57BL/6, 10–12-week-old) and the wild-type (WT) littermates and were randomly assigned to either the control group or the DOX-treated group. DOX was dissolved in saline and administered by intra-peritoneal injection (i.p) at a single dose of 20 mg/kg for one time^48^. Five days after DOX injection, we sacrificed mice and performed additional experiments. Control mice received injections of saline of comparable volume. Hearts were removed from mice anesthetized with a mixture of 80 mg/kg ketamine and 30 mg/kg xylazine intra-peritoneally. All procedures were approved by the Institutional Animal Care and Use Committee of Dalian Medical University. The investigation conforms to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 2011).

### Echocardiography

Echocardiographic measurement was performed with a Vevo 770 ultrasound system (Visual Sonics Inc.) equipped with a 30-MHz transducer as described^48^. (Supplemental Materials and methods).

### Histological and immunohistochemical analysis

Histological analyses of hearts from WT and CHIP-TG mice were performed according to standard protocols. Heart sections were stained with hematoxylin and eosin (H&E), Masson’s trichrome and wheat germ agglutinin–TRITC conjugate as described previously^48^. Macrophage populations in the heart sections were detected by with anti-Mac-2 antibody or isotype control.

### Cell viability and TUNEL assay

Cell viability was determined by Trypan blue exclusion assay as described^48^,^49^,^50^. Cardiomyocte apoptosis was evaluated by the Dead End^TM^ Fluorometric TUNEL System (Promega) according to manufacturer’s instructions^51^. In the heart sections, cardiomyocytes were identified with α-actinin immunostaining, and nuclei were counterstained with DAPI. The percentage of TUNEL-positive cardiomyocytes was determined by counting 10 random fields per section under a microscope (magnification, x400).

### RNA analysis

Hearts from WT and CHIP-TG mice were excised, rinsed in PBS, frozen in liquid nitrogen. Total RNA was extracted by the Trizol reagent method (Invitrogen). The levels of Bax, Bcl-2, interleukin 1 β (IL-1β), IL-6, tumor necrosis factor α (TNF-α), and other selected gene mRNA expression were measured by quantitative real-time PCR (qPCR) with an iCyclerIQ system (Bio-Rad, USA)^18^. (Supplemental Materials and methods, Table 1).

### Measurement of maleic dialdehyde and glutathione peroxidase

Maleic dialdehyde (MDA) as indicator of lipid peroxidation^52^ was measured using the commercially available colorimetric assay kit (Nanjing Jiancheng Bioengineering Institute, China). Antioxidant enzyme was measured by Glutathione Peroxidase (GPx) Assay Kit (Calbiochem). Detailed operation procedure according to manufacturer’s instructions as described previously^48^.

### Microarray gene expression analysis

Total RNA was extracted with Trizol reagent (Invitrogen) from the hearts of saline and DOX-treated WT and CHIP TG mice (n = 3 per group) at day 5 after injection. The microarray assay was performed as described previously^51^,^53^,^54^. The bioinformatics of Gene Ontology (GO) and Pathway analysis were performed by using the Capital Bio Molecule Annotation System plate analysis as described before^55^. The gene expression data are available at the Gene Expression Omnibus (GEO) website: http://www.ncbi.nlm.nih.gov/geo/ (accession number GSE59672) (Supplemental Materials and methods).

### Western blot analysis

Protein samples were extracted from neonatal rat cardiomyocytes, or heart tissues which are collected on the fifth day after DOX injection. Western blot analyses were performed using indicated primary antibodies as described previously^18^. (Supplemental Materials and methods).

### Immunoprecipitation

Immunoprecipitations were performed as described before^47^. Briefly, H9c2 cells were maintained in 10% DMEM complete medium. Cell lysates were immunoprecipitated with anti-CHIP or anti-IgG antibody for 2 h at 4 °C, then beads were washed and analyzed by immunoblotting with anti-SHP-1 and anti-CHIP antibodies.

### Ubiquitination Assays

H9c2 cells were transfected with Ad-GFP and Ad-CHIP adenovirus for 24 h in serum-free medium. Then treated with 0.5 μM DOX/saline for 24 h in 10% DMEM complete medium. Cell lysates were immunoprecipitated with anti-SHP-1 antibody, and analyzed by immunoblotting using anti-ubiquitin, anti-SHP-1 and anti-CHIP antibodies as previously described^47^.

### Statistical analysis

Data are presented as means ± SEM. Differences between WT and CHIP-TG mice were evaluated for statistical significance using Student’s t test or by two-way ANOVA. Survival curves after DOX injection (20 mg/kg; i.p.) were created in WT (n = 20) and CHIP-TG (n = 20) mice by the Kaplan–Meier method and the log-rank test. The two-side Fisher’s exact test and χ^2^ test were used to classify the GO and Pathway category, and FDR was calculated to correct the P-value. A P < 0.05 was regarded as significant.

## Additional Information

**How to cite this article**: Wang, L. *et al.* Protection against doxorubicin-induced myocardial dysfunction in mice by cardiac-specific expression of carboxyl terminus of hsp70-interacting protein. *Sci. Rep.* **6**, 28399; doi: 10.1038/srep28399 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
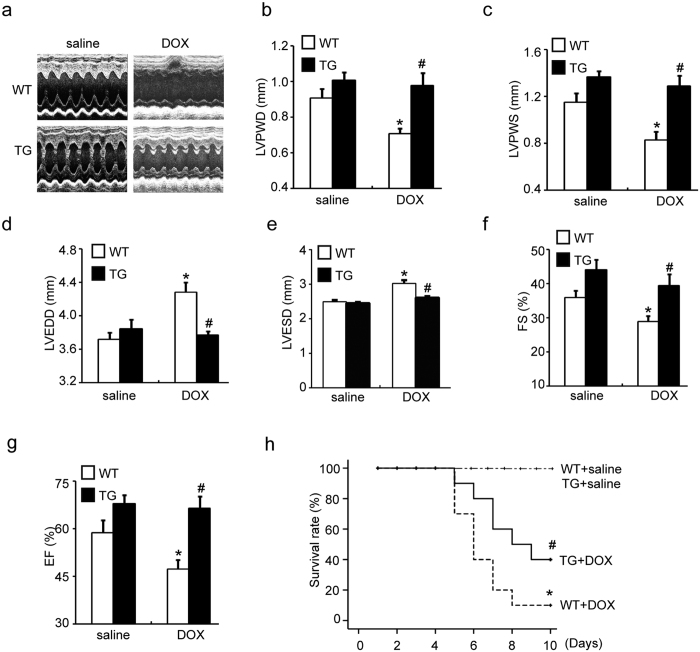
Cardiac specific overexpression of CHIP improves DOX-induced cardiac dysfunction and mortality of mice. (**a**) Representative M-mode echocardiograms of WT and CHIP-TG mice treated with saline or DOX. Quantitative group data for echocardiographic measurements: (**b**) LVPWD; (**c**) LVPWS; (**d**) LVEDD; (**e**) LVESD; (**f**) FS% and (**g**) EF% (n = 10 per group). (**h**) Ten-day survival for WT and CHIP-TG mice treated with a single dose of DOX (20 mg/kg). Survival was analyzed by the Kaplan-Meier approach and the log-rank test (n = 20 per group). *P < 0.05 versus WT + saline group, ^#^P < 0.05 versus WT + DOX group. LVPWD: left ventricular posterior wall thickness at end-diastole; LVPWS: left ventricular posterior wall thickness at end-systole; LVEDD: left ventricular end diastolic dimensions; LVESD: left ventricular end systolic dimensions; FS: fractional shortening; EF: ejection fraction.

**Figure 2:**
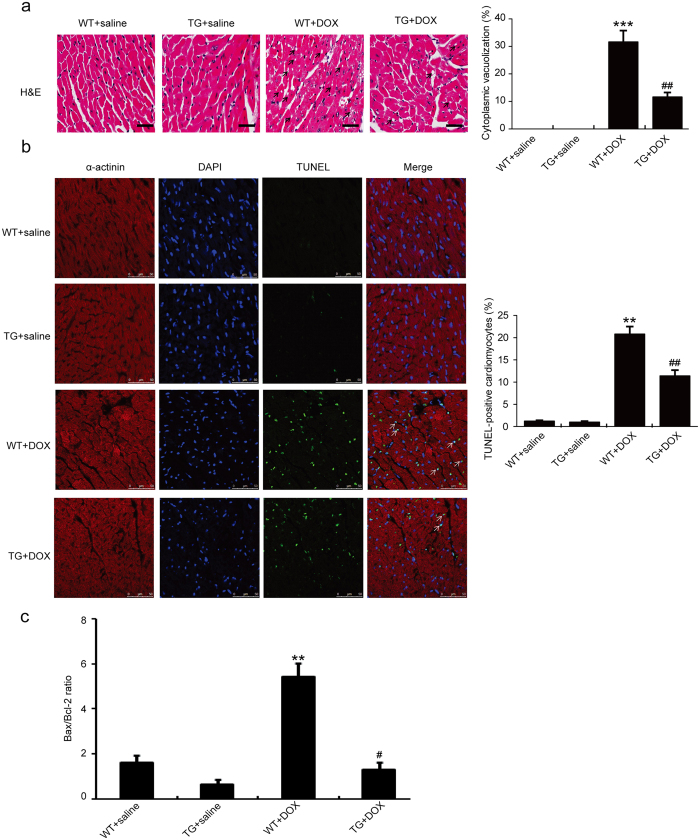
CHIP overexpression attenuates DOX-induced cardiac injury and cardiomyocyte apoptosis. (**a**) Representative H&E staining of heart sections on day 5 after saline or DOX treatment (n = 6 per group). Arrows indicate representative vacuolization. Quantitative results of cardiomyocyte vacuolization were shown on the right panel (scale bar = 50μm). (**b**) Representative photomicrographs of cardiomyocyte apoptosis in myocardium examined by TUNEL assay (scale bar = 50 μm). Quantitative results of TUNEL-positive cardiomyocytes from WT and CHIP-TG mice were shown on the right (n = 6 per group). (**c**) qPCR analysis of Bax and Bcl-2 mRNA expression in WT and CHIP-TG mice treated with saline or DOX (n = 6 per group). **P < 0.01, ***P < 0.001 versus WT + saline mice; ^#^P < 0.05, ^##^P < 0.01 versus WT + DOX mice.

**Figure 3:**
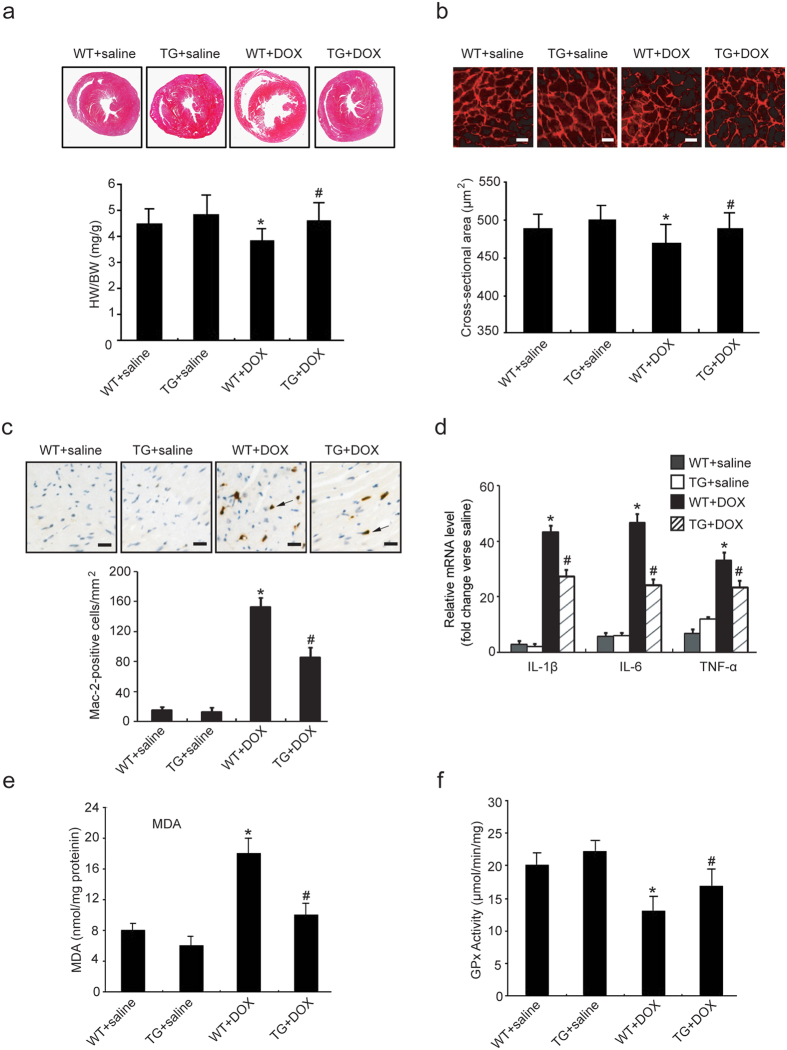
CHIP overexpression inhibits DOX-induced cardiac atrophy, inflammation and oxidative stress. (**a**) The representative H&E staining of heart sections on day 5 after saline or DOX treatment of each group were shown above. The ratio of heart weight to body weight (HW/BW) in WT and CHIP-TG mice were shown below (n = 6 per group). (**b**) Heart sections were stained with wheat germ agglutinin-TRITC conjugate (red) to determine the myocyte fiber diameter (top; scale bar = 50 μm). Quantitative results of cardiomyocyte cross-sectional areas from the indicated groups (bottom, n = 6 per group). (**c**) Representative immunohistochemical staining with anti-Mac-2 antibody in the heart sections. (top, scale bar = 50 μm). Quantitative analysis of Mac-2-positive cells in each group (bottom, n = 6 per group). (**d**) qPCR analysis of mRNA expression of IL-1β, IL-6 and TNF-α was performed (n = 6 per group). (**e**,**f**) Malondialdehyde (MDA) levels and glutathione peroxidase (GPX) activities were measured to estimate the extent of lipid peroxidation and anti-oxidation in heart homogenates from WT and CHIP-TG mice treated with saline or DOX (n = 6 per group). *P < 0.05 versus WT + saline mice; ^#^P < 0.05 versus DOX-treated WT mice.

**Figure 4:**
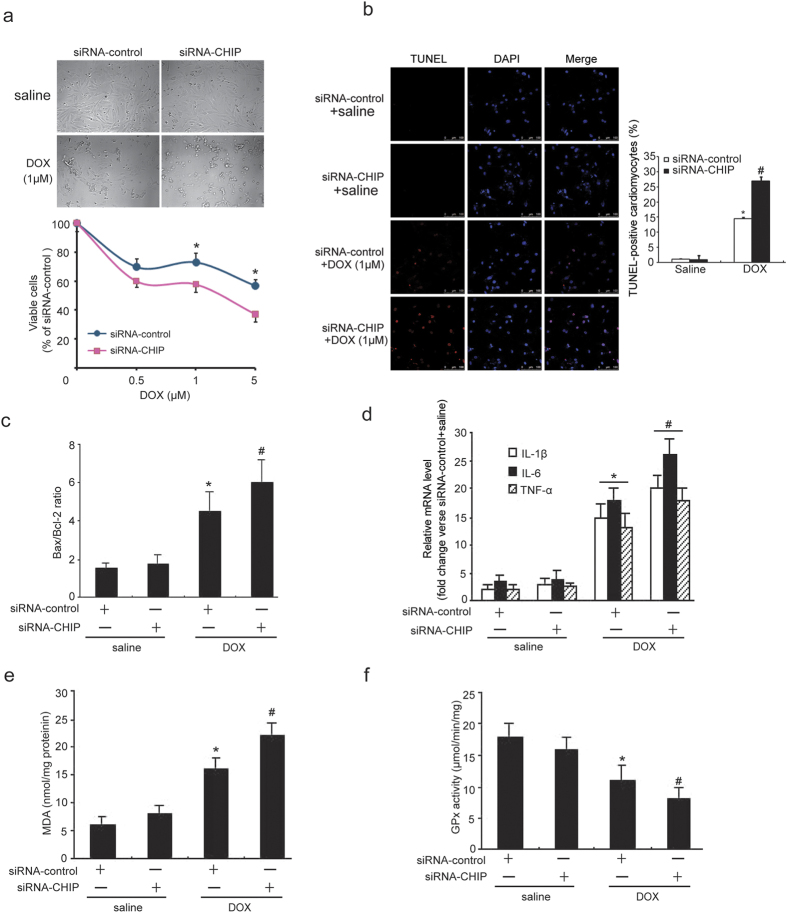
Knockdown of CHIP enhances DOX-induced cell apoptosis, pro-inflammatory cytokine expression and oxidative stress in neonatal rat cardiomyocytes. (**a**) Cardiomyocytes were infected with adenovirus siRNA-control or siRNA-CHIP and then treated with different doses of 0.5, 1 or 5 μM DOX for 24 hours. Cell viability was measured by trypan blue exclusion assay (top, scale bar = 100 μm). Quantitative analysis of viable cells (bottom). (**b**) Apoptosis was detected by TUNEL assay 24 hours after DOX (0.5 μM) treatment (left, scale bar = 50 μm). Quantitative analysis of TUNEL-positive cells (right). (**c**) qPCR analysis of Bax and Bcl-2 mRNA expression was performed, and Bax/Bcl-2 ratio was determined for each group. (**d**) qPCR analysis of proinflammtory cytokines IL-1β, IL-6, TNF-α mRNA expression was performed. (**e**,**f**) MDA levels and GPx activities were measured in cardiomyocytes homogenates from siRNA-control and siRNA-CHIP infected groups. *P < 0.05 versus siRNA-control + saline. ^#^P < 0.05 versus siRNA-control + DOX.

**Figure 5:**
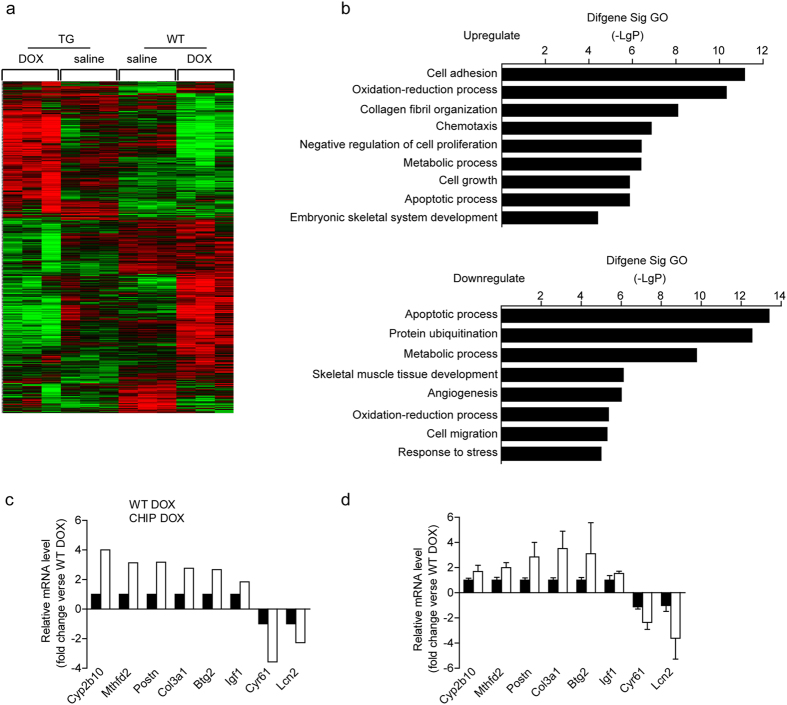
Microarray assay in WT and CHIP-TG hearts after DOX treatment. (**a**) Hierarchical clustering depicting expression profiles of differentially expressed genes in WT and CHIP-TG mice on day 5 after saline/DOX treatment (n = 3 per group). Gene expression levels are shown as color variations (red, high expression; green, low expression). (**b**) The significant different GO of up-regulated (above) and down-regulated (below) between WT and CHIP-TG mice-treated with DOX. (**c**) The primary microarray data showed fold change of the selected genes expression in WT and CHIP-TG mice-treated with DOX. (n = 6 per group). (**d**) qPCR validation for the selected genes mRNA levels in WT and CHIP-TG mice-treated with DOX. (n = 6 per group).

**Figure 6:**
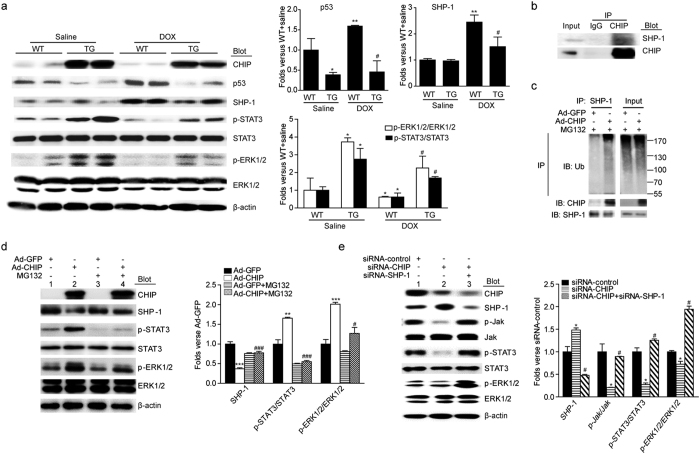
CHIP degrades SHP-1 through ubiquitin-proteasome system and activates STAT3 and ERK1/2 signaling pathway. (**a**) Western blot analysis of protein levels of p53, SHP-1, p-STAT3/STAT3 and p-ERK1/2/ERK1/2 in WT and CHIP-TG hearts (left). Quantitative analysis of relative protein levels (right). *P < 0.05, **P < 0.01 versus WT mice + saline; ^#^P < 0.05 versus WT mice + DOX. (**b**) The interactions of SHP-1 with CHIP were detected with co-immunoprecipitation in H9c2 cells. H9c2 cells lysates were immune-precipitated with anti-CHIP antibody or control IgG, and the immune-precipitates were subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotted with anti-SHP-1 antibody. (**c**) Equal amounts of lysates from Ad-GFP/Ad-CHIP adenovirus H9c2 cells were immune-precipitated with SHP-1 antibody and analyzed by immunoblotted with anti-ubiquitin antibody to detect ubiquitylated forms of SHP-1 *in vitro*. (**d**) Western blot analysis of protein levels of SHP-1, p-STAT3/STAT3 and p-ERK1/2/ERK1/2 in H9c2 cells after transfected with GFP/CHIP adenovirus and treated with or without MG 132 (left). Quantitative analysis of relative protein levels (right). (**e**) Western blot analysis of protein levels of SHP-1, p-Jak/Jak, p-STAT3/STAT3 and p-ERK1/2/ERK1/2 in H9c2 cells after transfected with siRNA-control, siRNA-CHIP or siRNA-SHP-1 (left). Quantitative analysis of relative protein levels (right). *P < 0.05, **P < 0.01, ***P < 0.001 versus Ad-GFP/siRNA-control; ^#^P < 0.05, ^###^P < 0.001 versus Ad-GFP + MG132/siRNA-CHIP.

**Table 1:** Genes Dys-regulated in TG Mice vs WT Controls Five Days After DOX-treatment.

Upregulated (Fold Increase)	Downregulated (Fold Increase)
**Apoptosis**	
Btg2 (2.67)	Lcn2 (2.27)
Phlda3 (2.52)	Hmox1 (2.04)
Dnase2a (2.11)	Plscr1 (1.72)
Asns (2.09)	Mical1 (1.72)
Mmp2 (2.08)	Nr4a1 (1.67)
Cxcl12 (2.05)	Zfp110 (1.61)
Sh3kbp1 (1.99)	Malt1 (1.56)
Igf1 (1.85)	Bcl2l1 (1.54)
Slit2 (1.78)	Mknk2 (1.54)
Chac1 (1.75)	Ntn1 (1.54)
Pla2g4a (1.73)	Casp9 (1.52)
Aen (1.72)	Dapk1 (1.52)
Bcl2 (1.62)	Xrcc5 (1.52)
Sfrp1 (1.62)	Bik (1.52)
Ccng1 (1.60)	
Grk5 (1.59)	
Ptgfr (1.58)	
Fhl2 (1.57)	
Atf5 (1.57)	
Pf4 (1.56)	
Cycs (1.55)	
**Extracellular matrix and/or genes associated with fibrosis**	
Postn (3.17)	Cyr61 (3.57)
Col3a1 (2.76)	Ctgf (1.96)
Olfml2b (2.62)	Spock2 (1.52)
Lgals3 (2.55)	
Sulf2 (1.79)	
Col1a2 (1.73)	
Smoc2 (1.69)	
Col5a2 (1.67)	
Egflam (1.64)	
Col1a2 (1.64)	
Col1a1 (1.53)	
Crispld2 (1.50)	
Col5a1 (1.50)	
Ndufs4 (1.50)	
**Cell growth/proliferation**	
Cxcl12 (2.05)	Tacc2 (1.72)
Nppa (1.87)	Bcl2l1 (1.54)
Slit2 (1.78)	Xrcc5 (1.52)
Pla2g4a (1.73)	
Myocd (1.63)	
Sfrp1 (1.62)	
Bcl2 (1.62)	
Fanca (1.62)	
Atf5 (1.57)	
Emp1 (1.53)	
Serpine2 (1.52)	
Nf2 (1.52)	
Cgrrf1 (1.50)	
**Heart development/embryonic skeletal system development/actin cytoskeleton organization/multicellular organismal development**	
Wif1 (2.47)	Sorbs1 (1.82)
Dnase2a (2.11)	Enah (1.67)
Eda2r (2.04)	Dmd (1.61)
Pdlim7 (1.89)	Vamp5 (1.59)
Sulf2 (1.79)	Flnb (1.56)
Slit2 (1.78)	
Sema3c (1.74)	
Myocd (1.63)	
Sfrp1 (1.62)	
Bves (1.61)	
Ptpla (1.60)	
Cap1 (1.54)	
Sema3b (1.54)	
Col1a1 (1.53)	
Nf2 (1.52)	
Serpine2 (1.52)	
**Hypertrophy**	
Igf1 (1.85)	Lmcd1 (1.67)
**Immune/inflammatory response**	
Clec4n (2.14)	Plscr1 (1.89)
Cxcl12 (2.05)	Cblb (1.61)
Ccl8 (1.93)	
Slit2 (1.78)	
Ccl12 (1.71)	
Ly96 (1.67)	
C3ar1 (1.58)	
Ccl6 (1.57)	
Pf4 (1.56)	
Ccl9 (1.5)	
**Oxidation-reduction process**	
Cyp2b10 (4.00)	Cp (2.17)
Mthfd2 (3.13)	Fmo2 (1.92)
Pam (1.90)	Fdft1 (1.82)
Aldh1l2 (1.74)	Mical1 (1.72)
Asph (1.73)	D2hgdh (1.67)
Loxl2 (1.69)	Cyp2d22 (1.64)
Loxl1 (1.67)	P4htm (1.64)
Aldh18a1 (1.60)	Dmd (1.61)
Mecr (1.59)	Gpd1 (1.61)
Nqo2 (1.54)	Vamp5 (1.59)
Hsd17b7 (1.52)	Hsd17b10 (1.59)
Ndufs4 (1.50)	Bckdhb (1.56)
	Glrx3 (1.56)
	Cat (1.54)
	Fmo5 (1.52)
	Tet2 (1.52)

## References

[b1] FerreiraA. L., MatsubaraL. S. & MatsubaraB. B. Anthracycline-induced cardiotoxicity. Cardiovascular & hematological agents in medicinal chemistry 6, 278–281 (2008).1885564010.2174/187152508785909474

[b2] LotrionteM. *et al.* Review and meta-analysis of incidence and clinical predictors of anthracycline cardiotoxicity. The American journal of cardiology 112, 1980–1984 (2013).2407528110.1016/j.amjcard.2013.08.026

[b3] SingalP. K., LiT., KumarD., DanelisenI. & IliskovicN. Adriamycin-induced heart failure: mechanism and modulation. Molecular and cellular biochemistry 207, 77–86 (2000).1088823010.1023/a:1007094214460

[b4] KimY. K. *et al.* Deletion of the inducible 70-kDa heat shock protein genes in mice impairs cardiac contractile function and calcium handling associated with hypertrophy. Circulation 113, 2589–2597 (2006).1673567710.1161/CIRCULATIONAHA.105.598409

[b5] FanG. C. *et al.* Heat shock protein 20 interacting with phosphorylated Akt reduces doxorubicin-triggered oxidative stress and cardiotoxicity. Circulation research 103, 1270–1279 (2008).1894861910.1161/CIRCRESAHA.108.182832PMC2763388

[b6] WangX. *et al.* Overexpression of Hsp20 prevents endotoxin-induced myocardial dysfunction and apoptosis via inhibition of NF-kappaB activation. Journal of molecular and cellular cardiology 47, 382–390 (2009).1950159210.1016/j.yjmcc.2009.05.016PMC2746739

[b7] BallingerC. A. *et al.* Identification of CHIP, a novel tetratricopeptide repeat-containing protein that interacts with heat shock proteins and negatively regulates chaperone functions. Mol Cell Biol 19, 4535–4545 (1999).1033019210.1128/mcb.19.6.4535PMC104411

[b8] EsserC., ScheffnerM. & HohfeldJ. The chaperone-associated ubiquitin ligase CHIP is able to target p53 for proteasomal degradation. J Biol Chem 280, 27443–27448 (2005).1591162810.1074/jbc.M501574200

[b9] MeachamG. C., PattersonC., ZhangW., YoungerJ. M. & CyrD. M. The Hsc70 co-chaperone CHIP targets immature CFTR for proteasomal degradation. Nat Cell Biol 3, 100–105 (2001).1114663410.1038/35050509

[b10] HwangJ. R., ZhangC. & PattersonC. C-terminus of heat shock protein 70-interacting protein facilitates degradation of apoptosis signal-regulating kinase 1 and inhibits apoptosis signal-regulating kinase 1-dependent apoptosis. Cell stress & chaperones 10, 147–156 (2005).1603841110.1379/CSC-90R.1PMC1176473

[b11] DickeyC. A. *et al.* Akt and CHIP coregulate tau degradation through coordinated interactions. Proc Natl Acad Sci USA 105, 3622–3627 (2008).1829223010.1073/pnas.0709180105PMC2265134

[b12] ZhouP. *et al.* ErbB2 degradation mediated by the co-chaperone protein CHIP. J Biol Chem 278, 13829–13837 (2003).1257416710.1074/jbc.M209640200

[b13] XieP. *et al.* CHIP represses myocardin-induced smooth muscle cell differentiation via ubiquitin-mediated proteasomal degradation. Mol Cell Biol 29, 2398–2408 (2009).1923753610.1128/MCB.01737-08PMC2668377

[b14] DaiQ. *et al.* CHIP activates HSF1 and confers protection against apoptosis and cellular stress. Embo J 22, 5446–5458 (2003).1453211710.1093/emboj/cdg529PMC213783

[b15] ZhangC., XuZ., HeX. R., MichaelL. H. & PattersonC. CHIP, a cochaperone/ubiquitin ligase that regulates protein quality control, is required for maximal cardioprotection after myocardial infarction in mice. Am J Physiol Heart Circ Physiol 288, H2836–2842 (2005).1566505110.1152/ajpheart.01122.2004

[b16] NaitoA. T. *et al.* Promotion of CHIP-mediated p53 degradation protects the heart from ischemic injury. Circulation research 106, 1692–1702 (2010).2041378410.1161/CIRCRESAHA.109.214346

[b17] XuC. W., ZhangT. P., WangH. X., YangH. & LiH. H. CHIP enhances angiogenesis and restores cardiac function after infarction in transgenic mice. Cellular physiology and biochemistry : international journal of experimental cellular physiology, biochemistry, and pharmacology 31, 199–208 (2013).10.1159/00034336123485987

[b18] YangK. *et al.* Carboxyl terminus of heat shock protein 70-interacting protein inhibits angiotensin II-induced cardiac remodeling. American journal of hypertension 25, 994–1001 (2012).2271754210.1038/ajh.2012.74

[b19] RoseB. A., ForceT. & WangY. Mitogen-activated protein kinase signaling in the heart: angels versus demons in a heart-breaking tale. Physiological reviews 90, 1507–1546.2095962210.1152/physrev.00054.2009PMC3808831

[b20] NaitoA. T. *et al.* Promotion of CHIP-mediated p53 degradation protects the heart from ischemic injury. Circulation research 106, 1692–1702 (2010).2041378410.1161/CIRCRESAHA.109.214346

[b21] HanY. *et al.* Loss of SHP-1 enhances JAK3/STAT3 signaling and decreases proteosome degradation of JAK3 and NPM-ALK in ALK+ anaplastic large-cell lymphoma. Blood 108, 2796–2803 (2006).1682549510.1182/blood-2006-04-017434

[b22] PalenD. I., BelmadaniS., LucchesiP. A. & MatrouguiK. Role of SHP-1, Kv.1.2, and cGMP in nitric oxide-induced ERK1/2 MAP kinase dephosphorylation in rat vascular smooth muscle cells. Cardiovasc Res 68, 268–277 (2005).1596742110.1016/j.cardiores.2005.05.031

[b23] OctaviaY. *et al.* Doxorubicin-induced cardiomyopathy: from molecular mechanisms to therapeutic strategies. Journal of molecular and cellular cardiology 52, 1213–1225 (2012).2246503710.1016/j.yjmcc.2012.03.006

[b24] LiuX. *et al.* Pifithrin-alpha protects against doxorubicin-induced apoptosis and acute cardiotoxicity in mice. Am J Physiol Heart Circ Physiol 286, H933–939 (2004).1476667410.1152/ajpheart.00759.2003

[b25] ToldoS. *et al.* Comparative cardiac toxicity of anthracyclines *in vitro* and *in vivo* in the mouse. PloS one 8, e58421 (2013).2351647810.1371/journal.pone.0058421PMC3597611

[b26] YenH. C., OberleyT. D., VichitbandhaS. & HoY. S.St Clair, D. K. The protective role of manganese superoxide dismutase against adriamycin-induced acute cardiac toxicity in transgenic mice. The Journal of clinical investigation 98, 1253–1260 (1996).878768910.1172/JCI118909PMC507548

[b27] KangY. J., ChenY. & EpsteinP. N. Suppression of doxorubicin cardiotoxicity by overexpression of catalase in the heart of transgenic mice. J Biol Chem 271, 12610–12616 (1996).864787210.1074/jbc.271.21.12610

[b28] GreupinkR. *et al.* The antiproliferative drug doxorubicin inhibits liver fibrosis in bile duct-ligated rats and can be selectively delivered to hepatic stellate cells *in vivo*. The Journal of pharmacology and experimental therapeutics 317, 514–521 (2006).1643961710.1124/jpet.105.099499

[b29] ZhuW., ShouW., PayneR. M., CaldwellR. & FieldL. J. A mouse model for juvenile doxorubicin-induced cardiac dysfunction. Pediatric research 64, 488–494 (2008).1861496310.1203/PDR.0b013e318184d732PMC2801890

[b30] LiL. *et al.* Preventive effect of erythropoietin on cardiac dysfunction in doxorubicin-induced cardiomyopathy. Circulation 113, 535–543 (2006).1644973310.1161/CIRCULATIONAHA.105.568402

[b31] ItoH. *et al.* Doxorubicin selectively inhibits muscle gene expression in cardiac muscle cells *in vivo* and *in vitro*. Proc Natl Acad Sci USA 87, 4275–4279 (1990).234923610.1073/pnas.87.11.4275PMC54091

[b32] PashkowF. J. Oxidative Stress and Inflammation in Heart Disease: Do Antioxidants Have a Role in Treatment and/or Prevention? International journal of inflammation 31, 556–559 (2006).10.4061/2011/514623PMC315707821860805

[b33] ShizukudaY., MatobaS., MianO. Y., NguyenT. & HwangP. M. Targeted disruption of p53 attenuates doxorubicin-induced cardiac toxicity in mice. Molecular and cellular biochemistry 273, 25–32 (2005).1601343710.1007/s11010-005-5905-8

[b34] LiL. *et al.* Granulocyte colony-stimulating factor improves left ventricular function of doxorubicin-induced cardiomyopathy. Laboratory investigation; a journal of technical methods and pathology 87, 440–455 (2007).10.1038/labinvest.370053017334414

[b35] DickeyC. A. *et al.* The high-affinity HSP90-CHIP complex recognizes and selectively degrades phosphorylated tau client proteins. The Journal of clinical investigation 117, 648–658 (2007).1730435010.1172/JCI29715PMC1794119

[b36] PiatelliM. J., DoughtyC. & ChilesT. C. Requirement for a hsp90 chaperone-dependent MEK1/2-ERK pathway for B cell antigen receptor-induced cyclin D2 expression in mature B lymphocytes. The Journal of biological chemistry 277, 12144–12150 (2002).1182347210.1074/jbc.M200102200

[b37] MaruyamaT. *et al.* CHIP-dependent termination of MEKK2 regulates temporal ERK activation required for proper hyperosmotic response. The EMBO journal 29, 2501–2514 (2010).2058825310.1038/emboj.2010.141PMC2928693

[b38] CalvisiD. F., PascaleR. M. & FeoF. Dissection of signal transduction pathways as a tool for the development of targeted therapies of hepatocellular carcinoma. Reviews on recent clinical trials 2, 217–236 (2007).1847400810.2174/157488707781662715

[b39] HatakeyamaS. Ubiquitin-mediated regulation of JAK-STAT signaling in embryonic stem cells. Jak-Stat 1, 168–175 (2012).2405876610.4161/jkst.21560PMC3670240

[b40] KolosenkoI., GranderD. & TammK. P. IL-6 activated JAK/STAT3 pathway and sensitivity to Hsp90 inhibitors in multiple myeloma. Current medicinal chemistry 21, 3042–3047 (2014).2473536710.2174/0929867321666140414100831

[b41] LaFaveL. M. & LevineR. L. JAK2 the future: therapeutic strategies for JAK-dependent malignancies. Trends in pharmacological sciences 33, 574–582 (2012).2299522310.1016/j.tips.2012.08.005

[b42] KunisadaK. *et al.* Signal transducer and activator of transcription 3 in the heart transduces not only a hypertrophic signal but a protective signal against doxorubicin-induced cardiomyopathy. Proc Natl Acad Sci USA 97, 315–319 (2000).1061841510.1073/pnas.97.1.315PMC26660

[b43] KlingmullerU., LorenzU., CantleyL. C., NeelB. G. & LodishH. F. Specific recruitment of SH-PTP1 to the erythropoietin receptor causes inactivation of JAK2 and termination of proliferative signals. Cell 80, 729–738 (1995).788956610.1016/0092-8674(95)90351-8

[b44] ZhangJ., SomaniA. K. & SiminovitchK. A. Roles of the SHP-1 tyrosine phosphatase in the negative regulation of cell signalling. Seminars in immunology 12, 361–378 (2000).1099558310.1006/smim.2000.0223

[b45] ForgetG., GregoryD. J., WhitcombeL. A. & OlivierM. Role of host protein tyrosine phosphatase SHP-1 in Leishmania donovani-induced inhibition of nitric oxide production. Infect Immun 74, 6272–6279 (2006).1705709410.1128/IAI.00853-05PMC1695482

[b46] AnH. *et al.* Phosphatase SHP-1 promotes TLR- and RIG-I-activated production of type I interferon by inhibiting the kinase IRAK1. Nat Immunol 9, 542–550 (2008).1839195410.1038/ni.1604

[b47] LiH. H. *et al.* Atrogin-1/muscle atrophy F-box inhibits calcineurin-dependent cardiac hypertrophy by participating in an SCF ubiquitin ligase complex. The Journal of clinical investigation 114, 1058–1071 (2004).1548995310.1172/JCI22220PMC522252

[b48] WangL. *et al.* Inhibition of Toll-like receptor 2 reduces cardiac fibrosis by attenuating macrophage-mediated inflammation. Cardiovasc Res 101, 383–392 (2014).2425949810.1093/cvr/cvt258

[b49] YangD., GuoS., ZhangT. & LiH. Hypothermia attenuates ischemia/reperfusion-induced endothelial cell apoptosis via alterations in apoptotic pathways and JNK signaling. FEBS letters 583, 2500–2506 (2009).1959600110.1016/j.febslet.2009.07.006

[b50] YangD., XieP., GuoS. & LiH. Induction of MAPK phosphatase-1 by hypothermia inhibits TNF-alpha-induced endothelial barrier dysfunction and apoptosis. Cardiovasc Res 85, 520–529 (2010).1979376610.1093/cvr/cvp323

[b51] WeiS. N. *et al.* Microarray and Co-expression Network Analysis of Genes Associated with Acute Doxorubicin Cardiomyopathy in Mice. Cardiovascular toxicology 15, 377–393 (2015).2557575310.1007/s12012-014-9306-7

[b52] Bonnes-TaourelD., GuerinM. C. & TorreillesJ. Is malonaldehyde a valuable indicator of lipid peroxidation? Biochemical pharmacology 44, 985–988 (1992).153066510.1016/0006-2952(92)90132-3

[b53] BrazmaA. *et al.* Minimum information about a microarray experiment (MIAME)-toward standards for microarray data. Nature genetics 29, 365–371 (2001).1172692010.1038/ng1201-365

[b54] ZhaoW. J. *et al.* Gene expression profiling identifies the novel role of immunoproteasome in doxorubicin-induced cardiotoxicity. Toxicology 333, 76–88 (2015).2589636410.1016/j.tox.2015.04.009

[b55] WajimaZ., ShigaT., ImanagaK. & InoueT. Vigilance of hemodynamic changes immediately after transferring patients is crucial. Journal of anesthesia 27, 521–527 (2013).2345569910.1007/s00540-013-1568-x

How the deposited data were processed for this re-analysis (not part of the article)

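Gene expression in mouse hearts was measured on 12 Affymetrix arrays, 3 for each of 4 groups: WT saline, CHIP-altered saline, WT DOX and CHIP-altered DOX, all taken at day 5. CHIP-altered stands for the arrays that the paper calls CHIP-TG and that the deposited labels call CHIP knockout; arrays were grouped by these labels and by treatment alone. The paper states a DOX dose of 20 mg/kg and the labels 15 mg/kg. Each replicate number was taken as a label of an array within its group and not as a pairing between groups.

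The intensities, as deposited, were summarised per probe set by the submitters with Affymetrix Expression Console, and neither the version nor the summary method is named. The quartiles of the 12 arrays lie close together, as they would after scaling, but no such step is stated. The table holds 45037 probe sets, with linear intensities from 3.28 to 27119. The median intensity of an array lay between 28.9 and 30.4, and 27.9% to 29.0% of the probe sets of an array were above 100. In 51.4% of probe sets the mean over the 12 arrays was under 32, so differences in dim probe sets are measured with less certainty. Of the probe sets, 34945 name 1 gene, 932 name several and 9160 name none, and the table holds 0 control probe sets. Of the probe sets with 1 gene, 34741 were matched by Entrez ID to a gene table of the assembly GRCm38.p6, which was used only for names and for which genes neighbour Stub1, and 18193 distinct genes were matched. For 4 of the 131 entries of Table 1 no probe set was found.

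The value 32 was added to each intensity before the log2 was taken. A linear model with 4 group means was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes without a trend), and each p was adjusted over all 45037 probe sets by the Benjamini-Hochberg method. Tests were two-sided, and a probe set was called at an adjusted p under 0.05. The 5 comparisons were the genotype difference after DOX, the genotype difference after saline, the DOX response in WT hearts, the DOX response in CHIP-altered hearts, and the interaction, which tests whether the DOX response differs between the genotypes. Fold changes of the genotype are CHIP-altered against WT. Means and SDs are of the linear intensities. Of a gene with several probe sets, the one with the highest mean over the 12 arrays was used.

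The genes named are those the paper names or lists in Table 1, whose values had been seen when the rule was set. Others are the 12 higher and 12 lower genes with the largest log2 fold changes among called probe sets that name 1 gene and whose groups do not overlap. From each gene list the 4 members with the smallest p and every called member were taken. Xist served as a check of the sex labels. A few genes of array CHIP-altered saline replicate 3 were chosen after their values were seen, by their distance from the other arrays of the group.

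The 33 gene lists cover pathways, organelles and markers of the cell types that a whole heart can hold, and 560 of their 609 members were matched. They were tested in each comparison with camera at a preset correlation of 0.01, adjusted over the lists, with 1 probe set per gene. Beside each list stand its members called over all probe sets and those called when adjusted over the list alone. The test was repeated with an estimated correlation and with fry.

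The alternatives tried were quantile normalization, subtraction of array medians, a trended and robust variance, array weights, a block for the replicate number, other added values than 32, a filter on dim probe sets, 1 probe set per gene, the mean of a gene's probe sets, the Student's t-test that the paper names for its whole text, other thresholds, a fit to the 6 arrays compared, and leaving out each array in turn. Thresholds on ratios of geometric means, the choice of the probe set closest to the paper's fold and the list tests without each array were added after seeing the data. The steps were tested on simulated data with all 45037 probe sets: limma recovered 43 of 67 probe sets changed by 1.5-fold, 60 of 67 changed by 2-fold and 66 of 66 changed by 4-fold, with 9 false calls. Camera called 1 of 1 shifted list and 0 of 19 others. This does not show how often camera falsely calls lists whose genes are correlated. In the real lists the estimated correlation lay between 0.00 and 0.69.

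Tables were read with pandas 2.3.3 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9. The paper's qPCR, Western blots, histology and echocardiography have no deposited values and were left out, and GO terms and pathway databases were not used.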

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

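The list tests without each array in turn, the comparison of the saline and DOX genotype differences, and the tests of CHIP-altered saline replicate 3 against the DOX response and the WT Stub1 level were chosen only after the result was seen.

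The paper's text gives no count of differing genes for 3 of the comparisons that these arrays allow. Between the genotypes after saline, 817 probe sets passed limma (416 higher and 401 lower in CHIP-altered hearts, with 6358 at an unadjusted p under 0.05); without WT saline replicates 1, 2 and 3 in turn there were 382, 84 and 174, and without CHIP-altered saline replicates 1, 2 and 3 there were 490, 1206 and 338. The DOX response in WT hearts gave 1379 (749 higher and 630 lower after DOX); without WT saline replicates 1, 2 and 3 there were 868, 114 and 41, and without WT DOX replicates 1, 2 and 3 there were 266, 157 and 2285. The DOX response in CHIP-altered hearts gave 990 (329 higher and 661 lower, or 525 higher and 637 lower among 1162 with quantile normalization); without CHIP-altered saline replicates 1, 2 and 3 there were 582, 1018 and 690, and without CHIP-altered DOX replicates 1, 2 and 3 there were 116, 302 and 694. The groups did not overlap in 19.4%, 24.4% and 20.7% of probe sets in these comparisons, where chance gives 10%. Of the 10 splits of 6 arrays into 3 and 3, the highest count of any other split was 0 for the saline arrays, 0 for the WT arrays and 1 for the CHIP-altered arrays; for the 424 probe sets after DOX it was 0. In each comparison 1 split, the real one, had a count as large, and 10 splits are too few for a share under 0.05. The other splits mix the groups unevenly, so a real difference adds to their spread. Their counts are therefore no measure of chance.

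The camera test of the interaction called 13 of the 33 gene lists, although limma called 0 probe sets there (3914 at an unadjusted p under 0.05; 4 with a trended and robust variance and 5 with array weights). With an estimated correlation 0 lists were called, and the lowest adjusted p was 0.072. That value belongs to the ubiquitin ligase and conjugation genes, whose estimated correlation was 0.00, under the preset 0.01. A higher correlation therefore does not account for the loss of that call. Here a negative median means that the DOX response was lower in CHIP-altered than in WT hearts. The calls that held without each of the 12 arrays in turn were those of the proteasome subunit genes (median -0.13, adjusted p = 7.0e-08, adjusted p = 0.094 with an estimated correlation), of which 28 of 31 had a negative value, the fatty acid oxidation genes (0.27, 5.5e-04, 0.6), of which 18 of 20 were positive, the ubiquitin ligase and conjugation genes (-0.09, 5.5e-04, 0.072) and the cholesterol synthesis genes (-0.11, 0.0048, 0.19); each triple gives the median and the adjusted p with the preset and with an estimated correlation. The muscle atrophy genes (-0.23, 0.0048, 0.6) lost the call without CHIP-altered DOX replicate 3 (0.054) and the heat shock and cochaperone genes (-0.24, 0.01, 0.6) without WT DOX replicate 3 (0.069). The p53 target genes (-0.07, 0.014, 0.6) and the STAT3 target genes (-0.50, 0.01, 0.6) lost it without CHIP-altered saline replicate 3, WT DOX replicate 2 or CHIP-altered DOX replicate 3 (highest adjusted p 0.19 and 0.17, both without WT DOX replicate 2), and the interferon-stimulated genes (0.36, 0.0073, 0.6) without CHIP-altered saline replicate 3, WT DOX replicate 3 or CHIP-altered DOX replicate 3 (highest 0.086, without CHIP-altered saline replicate 3). The extracellular matrix and collagen genes (-0.14, 0.0067, 0.61) lost it without WT saline replicate 2, CHIP-altered saline replicate 3, WT DOX replicate 3 or CHIP-altered DOX replicate 1 (highest 0.12, without CHIP-altered saline replicate 3). The immediate early and ERK feedback genes (-0.22, 0.028, 0.6) lost it without WT saline replicate 2, CHIP-altered saline replicate 3, WT DOX replicate 2 or CHIP-altered DOX replicate 2 or 3 (highest 0.16, without CHIP-altered saline replicate 3). The smooth muscle and pericyte markers (-0.26, 0.025, 0.6) lost it without WT saline replicate 2, CHIP-altered saline replicate 1 or 2, WT DOX replicate 3 or CHIP-altered DOX replicate 1 or 2 (highest 0.13, without CHIP-altered saline replicate 2), and the sarcomere and calcium handling genes (0.16, 0.034, 0.61) without WT saline replicate 1, CHIP-altered saline replicate 3, WT DOX replicate 1 or 2 or CHIP-altered DOX replicate 2 or 3 (highest 0.27, without WT DOX replicate 2). The highest interaction count in 100 regroupings of the 12 arrays was 256, and all 100 gave at least the real count of 0, which no regrouping can fall below, so they say nothing about chance. With the genotype labels exchanged in the DOX arrays alone the count was 2380, against the real 0. That exchange adds up the genotype differences of saline and DOX hearts. Such a sum can be large where only 1 of its parts is, so this count cannot show whether the difference is shared.

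Stub1 was higher on the arrays labelled CHIP knockout. The tables argue against lost Stub1 transcript: the lowest log2 fold change of a Stub1 probe set was -0.08 after DOX (standard error 0.09, adjusted p = 0.74). The highest was 1.89 (standard error 0.13, adjusted p = 9.9e-04), which is consistent with the transgene that the paper states. A knockout that deletes only a part of the gene outside both probe sets stays open, since their positions on the transcript are not given.

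Of the 424 probe sets called after DOX, 88.7% had the same direction in the saline arrays and 136 passed there in that direction, with a median of 0.22 after saline against 0.43 after DOX. Over all probe sets, called or not, 56.2% had the same direction and the correlation of the differences was 0.46. Over the 817 probe sets called after saline the medians were 0.45 after saline and 0.23 after DOX, so each choice favors its own comparison. Over the 424, the correlation of the differences was 0.81. Over the other splits of the saline arrays into 3 and 3 it was at most 0.76 in size. Those splits divide the genotypes unevenly and keep part of the genotype difference, so 0.76 is no measure of chance. For these called probe sets, the shared direction goes with a genotype difference already present in saline hearts, as a hypothesis. The 10 splits cannot give a share under 0.05. Chromosome from another strain around a targeted Stub1 was tested by whether genes called after saline cluster within 10 Mb of Stub1: 15 of 391 genes there and 485 of 17640 elsewhere were called, an odds ratio of 1.41 (95% interval 0.776 to 2.38, Fisher's exact test, two-sided p = 0.21). The interval holds both 1 and 2, so the genes near Stub1 cannot be told apart from the others by this test. The paper calls the WT mice littermates of the CHIP-TG mice, while the labels give neither litter nor cage. Differences between the genotypes in litter or cage stay open and untested.

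CHIP-altered saline replicate 3 stood apart: 160 of 18193 genes differed by over 2-fold from the mean of the other 2 arrays of its group, against 8 to 69 for the other 11 arrays, among them Lcn2 (1530 beside 19.1 and 30.3), S100a8 (2340 beside 87.1 and 314), Saa3 (463 beside 41.7 and 41.1) and Cdkn1a (2790 beside 419 and 345). A DOX-treated heart with a saline label is argued against, since over the 1379 probe sets of the WT DOX response the array lay at 0.22 on a scale with 0 at the mean of the other CHIP-altered saline arrays and 1 at that of the CHIP-altered DOX arrays, where WT saline arrays lay at 0.04 to 0.24 and the lowest DOX array at 0.79. A WT heart is argued against by its Stub1 intensity of 9655, within the range of the other CHIP-altered arrays. A difference between single mice, in health or in dissection, stays open and was not tested. Without this array the saline genotype count was 338 in place of 817.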

How the results depend on the processing

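Thresholds on ratios of geometric means and the list tests without each array were chosen after seeing the data. Counts below are in the order genotype after DOX, genotype after saline, DOX in WT and DOX in CHIP-altered hearts, where the reported counts are 424, 817, 1379 and 990; the interaction had 0. The cause of a change was not tested except where the setting itself tests fewer probe sets, uses fewer arrays or sets another threshold. Leaving out 1 array gave 19 to 893, 84 to 1206, 41 to 2285 and 116 to 1018 probe sets, and 0 to 2 for the interaction; no call changed sign. Fits to the 6 arrays compared gave 2, 206, 911 and 79. Array weights gave 720, 1414 and 2555 in the first 3 comparisons, and leaving out the 40% dimmest probe sets gave 702, 1309, 2308 and 1681. With a change of at least 1.5-fold beside the adjusted p there were 94, 242, 415 and 299, and with the unadjusted limma p and 1.5-fold 896 in the DOX response of WT hearts and 294 for the interaction. Student's t-test gave 5292, 4966, 6756 and 5349 unadjusted, 267, 453, 795 and 523 with 1.5-fold as well, and 0, 3, 4 and 0 after Benjamini-Hochberg adjustment. Ratios of geometric means of at least 1.5 without a test gave 1059, 1323, 2165 and 1557. After DOX they gave 638 with a t-test p under 0.05 and 254 with one under 0.01, and 1004, 922, 792 and 715 with a group mean over 20, 30, 50 and 64. The interaction gave 4 with a trended and robust variance, 3 with 1 in place of 32 added, 5 with array weights and 3 without the dimmest probe sets. Quantile normalization, median subtraction, 100 in place of 32 and 1 probe set per gene kept all 4 counts within 1.5 times. A block for the replicate number gave 336, 832, 1335 and 1095, but the numbers do not pair the arrays: after the group means are removed, arrays with the same number had a mean correlation of 0.01 (-0.25 to 0.15), and 5 of 12 were closest to an array with their own number.

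Camera called 7, 8, 17 and 12 lists, and 13 for the interaction; without each array in turn there were 5 to 9, 9 to 13, 15 to 17 and 11 to 13, and 7 to 15. With an estimated correlation 0 were called in all 5 comparisons, and fry called 0, 3, 12 and 11, and 0 for the interaction. Stub1 after DOX stayed at 1.89 in the fit to 6 arrays, where its adjusted p was 0.052, and its range without each array was 1.76 to 2.09 (2.31 to 2.39 after saline). Btg2 after DOX reversed, from -0.48 to 0.38 (adjusted p = 0.45), with the mean of its probe sets, which differ in sign. Of the entries of Table 1, 121 had the paper's direction, 118 to 121 without each array. The correlation within groups was 0.994, and 0.937 over the 1000 most variable probe sets (0.828 between groups). The 250 results for single genes include some, such as Btg2, that had no call to lose. Over these results 1843 values stayed the same, 1156 kept the direction but lost the call and 1 reversed. Leaving out an array ended the call for 859 and left 641 the same. The fit to 6 arrays ended it for 178 and left 72 the same. Of the 424 probe sets called after DOX, 79% had a mean over 100, while 51.4% of all probe sets had a mean under 32, where a given fold gives a smaller log2 change.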

Differences from the paper's values

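The choice of the probe set closest to the paper's fold, which is selected by its outcome, and the thresholds on ratios of geometric means were chosen only after the result was seen. The paper's text names no test or threshold for single genes on the arrays. For GO and pathway categories it names Fisher's exact test and the chi-square test, with an FDR. For the whole paper it names Student's t-test, two-way ANOVA and a p under 0.05.

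The paper reports 1938 differing genes after DOX, and 424 probe sets passed here at an adjusted p under 0.05. Of these the paper reports 657 upregulated and 1281 downregulated genes, against 131 higher and 293 lower probe sets here. None of the alternatives set before the data were examined came within 1.5 times of any of these 3 counts; Student's t-test at an unadjusted p gave 5292 probe sets (2878 higher and 2414 lower), and 267 (111 higher and 156 lower) with a 1.5-fold change as well. Of the thresholds chosen after seeing the values, the nearest was a ratio of geometric means of at least 1.5 without a test, with 1059 probe sets (435 higher and 624 lower), which is also not within 1.5 times.

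Of the 127 matched entries of Table 1, 120 have a probe set whose ratio of geometric means is within 0.02 of the paper's fold, 121 have the paper's direction on the probe set with the highest mean, and 25 passed limma. The folds below are in the paper's direction, so that a value under 1 is a change the other way. For Btg2 the paper's fold is 2.67 and the value here was 0.699; the closest probe set, chosen after seeing the values, gave 2.67. For Cxcl12, listed under 3 headings, the paper's fold is 2.05 and the value here 1.13, with 2.05 on the closest probe set, chosen likewise. For Cp these were 2.17 for the paper, 0.89 here and 2.18 on the closest probe set. For Mthfd2 they were 3.13 for the paper, 1.53 here, 2.19 with the mean of its probe sets and 3.13 on the closest. For Tet2 they were 1.52 for the paper, 0.933 here, 1.19 with the mean of its probe sets and 1.52 on the closest. For Aen they were 1.72 for the paper, 1.10 here, 1.23 with the mean of its probe sets, 1.15 without CHIP-altered DOX replicate 1, 1.15 without WT DOX replicate 1 and 1.72 on the closest. For Cycs they were 1.55 for the paper, 1.02 here, 1.2 with the mean of its probe sets, 1.03 without CHIP-altered DOX replicate 1, 1.04 without CHIP-altered DOX replicate 3, 1.04 without WT DOX replicate 2, 1.06 without WT DOX replicate 3 and 1.55 on the closest. For Aen, Cycs, Mthfd2 and Tet2 these named settings are within 1.5 times of the paper's fold; those with the mean of the probe sets or without an array were set before the data were examined, and for Btg2, Cxcl12 and Cp none of these was. For Dnase2a, listed under 2 headings, the paper's fold is 2.11 and the value here 0.722, and for Glrx3 the paper's fold is 1.56 and the value here 0.855; no setting that was run came within 1.5 times of either. For Wif1 the paper's fold is 2.47 and the value here 3.99, a gap within the spread between replicates, with the same probe set as the closest. The closest probe set drops 0 of the paper's entries.

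The paper states that Cyp2b10, Mthfd2, Postn, Col3a1, Btg2, Igf1 and Lcn2 differed significantly after DOX. It also reports that qPCR verified these genes. The qPCR values were not available, so only array values can be given for these genes. Here their adjusted p from limma was 0.12, 0.14, 0.25, 0.24, 0.47, 0.18 and 0.73 in that order, while at an unadjusted p under 0.05 limma also calls Cyp2b10 (0.0043), Mthfd2 (0.0061), Postn (0.028), Col3a1 (0.025) and Igf1 (0.012) but not Lcn2 (0.39), and Btg2 only on its dimmer probe set (0.014 and the paper's direction, against 0.12 and the other direction on the brighter), and Ccn1 (Cyr61), which the paper also names, passed with a log2 fold change of -1.35 (adjusted p = 0.0045). For Lcn2 these p-values also take in the spread of the saline arrays, where CHIP-altered saline replicate 3 was at 1530 beside 19.1 and 30.3. They are no measure of the spread of the DOX hearts alone. In Fig. 5a, read by eye, the DOX arrays of CHIP-TG mice have stronger colors than their saline arrays. Over the 424 probe sets called here, which are another set of genes, those higher after DOX had a mean z-score of 0.80 in CHIP-altered saline and 0.60 in CHIP-altered DOX hearts.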

Other observations

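The list tests without each array in turn and the counts of probe sets shared between comparisons were chosen only after the result was seen. Without DOX, camera with a preset correlation called matrix genes higher and fatty acid oxidation genes lower in CHIP-altered than in WT hearts. With an estimated correlation it called neither list. CHIP-altered hearts are called CHIP-TG by the paper and labelled CHIP knockout. All 27 extracellular matrix and collagen genes had a higher mean (median log2 fold change 0.75, camera adjusted p = 3.4e-15, adjusted p = 0.32 with an estimated correlation). Of these, 4 passed limma over all probe sets and 19 when adjusted over the list alone. Among them was Col6a2, a collagen VI chain, with 648 ± 69.7 in WT and 1400 ± 197 in CHIP-altered saline hearts (SD, n = 3), a log2 fold change of 1.07 (standard error 0.18, adjusted p = 0.024 from limma, highest 0.1 without WT saline replicate 2). Of 20 fatty acid oxidation genes 18 had a lower mean (-0.28, camera adjusted p = 1.2e-06, adjusted p = 0.59 with an estimated correlation). Of these, 3 passed and 8 were lower when adjusted over the list alone. Among them was Slc25a20, the carnitine carrier of mitochondria, with 3550 ± 259 and 2110 ± 271 (SD, n = 3), a log2 fold change of -0.75 (standard error 0.12, adjusted p = 0.02 from limma, highest 0.088 without WT saline replicate 2). The proteasome subunit genes were higher (median 0.13, camera adjusted p = 8.0e-07, adjusted p = 0.16 with an estimated correlation; 6 of 31 passed and 10 when adjusted over the list alone), among them Psmd14, a deubiquitinase of the proteasome (0.51, standard error 0.06, adjusted p = 0.0072 from limma). So were the stress response and serine-folate genes (0.27, camera adjusted p = 8.0e-07, adjusted p = 0.16 with an estimated correlation; 3 of 22 passed, and 12 were higher and 1 lower when adjusted over the list alone), the p53 target genes (0.16, camera adjusted p = 0.0021, adjusted p = 0.59 with an estimated correlation; 3 of 23 passed, and 8 were higher and 2 lower when adjusted over the list alone) and the fibroblast markers (0.27, camera adjusted p = 2.9e-04, adjusted p = 0.32 with an estimated correlation; 0 of 10 passed, 4 were higher at an unadjusted p under 0.05 and 4 when adjusted over the list alone). The atrial markers (0.38, camera adjusted p = 0.021, adjusted p = 0.59 with an estimated correlation) lost their call without CHIP-altered saline replicate 3 (0.31), and the cholesterol synthesis genes (0.10, camera adjusted p = 0.021, adjusted p = 0.32 with an estimated correlation) lost it without CHIP-altered saline replicate 1 or 2 (highest 0.099, without replicate 2). Acta2, the smooth muscle actin gene, was at 1720 ± 375 in WT and 9500 ± 3390 in CHIP-altered saline hearts (SD, n = 3; 2.41, standard error 0.34, adjusted p = 0.014 from limma, 0.068 without WT saline replicate 2), and Cep128, a centriole gene, was lower (-1.75, standard error 0.10, adjusted p = 2.2e-04 from limma). Of the 60 named genes other than Stub1 that passed after saline, 24, 7 and 14 did so without WT saline replicates 1, 2 and 3 in turn and 33, 55 and 30 without CHIP-altered saline replicates 1, 2 and 3, among them Psmd14 and Cep128 each time. Of the 424 probe sets called after DOX and the 817 called after saline, 136 were called in both in the same direction and 1 in opposite directions, where 3.82 would be shared by independent lists of that size; the counts of both comparisons without each array range from 19 to 893 and from 84 to 1206.

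In WT hearts camera with a preset correlation called genes of muscle atrophy higher after DOX and genes of macrophages, interferon and matrix lower, and with an estimated correlation it called none of these 4 lists (adjusted p = 0.19, 0.39, 0.39 and 0.45). All 14 muscle atrophy genes had a higher mean (median log2 fold change 0.71, camera adjusted p = 2.2e-11, adjusted p = 0.19 with an estimated correlation). Of these, 6 passed and 11 when adjusted over the list alone. Among them was Bnip3, a mitophagy receptor, with 4300 ± 547 in WT saline and 11700 ± 765 in WT DOX hearts (SD, n = 3), a log2 fold change of 1.44 (standard error 0.13, adjusted p = 0.0034 from limma). The antioxidant and NRF2 target genes were higher (0.19, camera adjusted p = 2.8e-04, adjusted p = 0.19 with an estimated correlation; 4 of 21 passed, 8 higher and 2 lower when adjusted over the list alone), among them Hmox1, heme oxygenase 1 (1.09, standard error 0.20, adjusted p = 0.027 from limma, highest 0.096 without WT saline replicate 3). So were the glucocorticoid and fasting response genes (0.91, camera adjusted p = 1.9e-05, adjusted p = 0.34 with an estimated correlation; 1 of 13 passed, 5 when adjusted over the list alone). Cdkn1a, the p53 target that encodes p21, was at 192 ± 18 in WT saline and 1980 ± 857 in WT DOX hearts (SD, n = 3; 3.05, standard error 0.68, adjusted p = 0.046 from limma, highest 0.14 without WT saline replicate 3). The macrophage markers were lower (-0.58, camera adjusted p = 2.3e-05, adjusted p = 0.39 with an estimated correlation; 3 of 15 passed, 9 when adjusted over the list alone), as were the interferon-stimulated genes (-0.58, camera adjusted p = 8.0e-05, adjusted p = 0.39 with an estimated correlation; 0 of 17 passed, 11 at an unadjusted p under 0.05 and 11 when adjusted over the list alone) and the matrix genes (-0.55, camera adjusted p = 8.4e-05, adjusted p = 0.45 with an estimated correlation; 5 of 27 passed, 12 lower and 1 higher when adjusted over the list alone). In CHIP-altered hearts the matrix genes were lower after DOX (-0.72, camera adjusted p = 1.2e-11, adjusted p = 0.28 with an estimated correlation; 8 passed, 16 when adjusted over the list alone), and so were the cell cycle genes (-0.15, camera adjusted p = 1.0e-05, adjusted p = 0.28 with an estimated correlation; 4 of 18 passed, 8 when adjusted over the list alone). All 20 fatty acid oxidation genes had a higher mean (0.32, camera adjusted p = 4.9e-09, adjusted p = 0.28 with an estimated correlation; 3 passed, 11 when adjusted over the list alone). Aqp4, a water channel gene, fell there from 216 ± 4.99 to 40.7 ± 6.75 (SD, n = 3; -1.78, standard error 0.17, adjusted p = 0.005 from limma). These list calls held without each array in turn. Of 73 named genes that passed in WT hearts, 42, 11 and 5 did so without WT saline replicates 1, 2 and 3 in turn and 17, 10 and 63 without WT DOX replicates 1, 2 and 3; of 66 in CHIP-altered hearts, 32, 45 and 34 did so without CHIP-altered saline replicates 1, 2 and 3 and 13, 21 and 39 without CHIP-altered DOX replicates 1, 2 and 3. Of the 1379 and 990 probe sets called in WT and CHIP-altered hearts, 312 were called in both in the same direction and 4 in opposite directions, where 14.7 would be shared by independent lists; these counts without each array range from 41 to 2285 and from 116 to 1018.

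Further list calls of the DOX response were, in WT hearts, insulin and mTOR signaling genes (median 0.24, adjusted p = 8.0e-05), proteasome subunit genes (0.14, 2.3e-04), STAT3 target genes (0.60, 3.7e-04) and p53 target genes (0.10, 0.0016) on the higher side, and cytokine and chemokine genes (-0.19, 2.3e-04), erythroid genes (-0.59, 0.0028), fibroblast markers (-0.31, 0.0042) and cell cycle genes (-0.10, 0.007) on the lower side. In CHIP-altered hearts they were muscle atrophy genes (0.49, 8.6e-06), glucocorticoid and fasting response genes (0.54, 5.4e-04) and insulin and mTOR signaling genes (0.19, 0.0012) on the higher side, and cholesterol synthesis genes (-0.26, 1.5e-04), fibroblast markers (-0.32, 3.6e-04), smooth muscle and pericyte markers (-0.42, 5.4e-04) and cytokine and chemokine genes (-0.12, 8.7e-04) on the lower side. Weaker calls were lost without single arrays: in WT hearts fatty acid oxidation (0.11, 0.025; lost without WT saline replicate 3 and, with the highest adjusted p of 0.66, WT DOX replicate 3), ubiquitin ligase and conjugation genes (0.07, 0.029; lost without WT DOX replicates 2 and 3 and, at 0.086, WT saline replicate 3) and sarcomere and calcium handling genes (-0.08, 0.042; lost without WT DOX replicates 1 and 2 and, at 0.25, WT saline replicate 1), and in CHIP-altered hearts macrophage markers (-0.33, 5.4e-04; lost at 0.057 without CHIP-altered saline replicate 3) and heat shock and cochaperone genes (-0.28, 0.028; lost without CHIP-altered DOX replicates 1 and 2 and, at 0.16, CHIP-altered saline replicate 3). With an estimated correlation 0 of these lists were called, at adjusted p = 0.19 or more, against 17 and 12 lists with the preset correlation.

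Between the genotypes after DOX, the lists not described beside the paper's sentences had no camera call. Their medians and adjusted p were 0.01 and 0.92 for sarcomere and calcium handling genes, -0.11 and 0.68 for fetal and wall stress genes (mean 0.03; Fhl2 higher and Xirp1 lower passed limma), -0.15 and 0.076 for endothelial markers, -0.07 and 0.55 for smooth muscle and pericyte markers, -0.01 and 0.68 for neutrophil markers, 0.06 and 0.34 for lymphocyte markers, 0.05 and 0.55 for erythroid genes, 0.01 and 0.68 for adipocyte markers (mean -0.06), 0.19 and 0.34 for atrial markers, -0.05 and 0.61 for mesothelial and epicardial markers, -0.05 and 0.5 for heat shock and cochaperone genes, 0.10 and 0.41 for interferon-stimulated genes, -0.22 and 0.27 for STAT3 target genes, -0.01 and 0.55 for cell cycle genes, -0.04 and 0.46 for circadian clock genes, -0.41 and 0.24 for glucocorticoid and fasting response genes, and -0.03 and 0.49 for cholesterol synthesis genes. The calls of Fhl2 and Xirp1 ended without 2 and 6 of the 6 DOX arrays (highest adjusted p 0.081 and 0.17, both without CHIP-altered DOX replicate 2).

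For genes that the paper measured by qPCR, Western blot or staining, the arrays gave these log2 fold changes between the genotypes after DOX, with adjusted p from limma: Lgals3 (Mac-2) 1.06 (0.23), Il1b 0.17 (0.43), Tnf 0.03 (0.91), Il6 0.03 (0.75, at 6.87 to 7.85 in the 4 group means, near the lowest intensities), Bcl2 0.55 (0.29), Stat3 -0.08 (0.9), Akt1 0.08 (0.86), Igf1r -0.03 (0.94), Il6st -0.07 (0.8) and Ptpn6 0.02 (0.93). For Nppa, an entry of Table 1, it was 0.90 (0.27). Mapk9, which encodes JNK2, had 0.23 (0.064) on its brightest probe set and 0.24 (0.041) on another. Array intensities measure transcripts and not protein or phosphorylation. No values are given here for Bax, p53 or ERK1/2, which the paper also measured. The paper reports fewer Mac-2-positive macrophages and less IL-1β, IL-6 and TNF-α mRNA in CHIP-TG than in WT hearts after DOX. The log2 fold changes of Lgals3, Il1b, Il6 and Tnf here do not have that direction, but they did not pass. Of 15 macrophage markers 13 had a higher mean. Of the Table 1 entries, 107 of the 127 that were matched had the paper's direction after saline too, and 18 of them passed limma there. The study chose these genes on these arrays, although the saline arrays are other ones than the DOX arrays.

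All 6 erythroid genes had a lower mean after DOX in WT hearts, and 2 of them passed limma. Their median log2 fold change was -0.59 (camera adjusted p = 0.0028, adjusted p = 0.34 with an estimated correlation). In CHIP-altered hearts all 6 also had a lower mean and 1 passed (median -0.15, camera adjusted p = 0.12, adjusted p = 0.57 with an estimated correlation). Alas2, the first enzyme of heme synthesis in red cells, was at 564 ± 401 in WT saline and 22 ± 10 in WT DOX hearts (SD, n = 3; log2 fold change -3.21, standard error 0.57, adjusted p = 0.025 from limma, highest 0.085 without WT saline replicate 2) and at 169 ± 125 and 24.5 ± 6.25 in CHIP-altered hearts (SD, n = 3; -1.63, adjusted p = 0.18). The 4 several-gene probe sets with the largest fall in WT hearts each had log2 fold changes of -6.69 to -6.03 in WT hearts (adjusted p = 0.0034 each from limma) and -5.74 to -4.33 in CHIP-altered hearts (adjusted p = 0.005 to 0.014). Xist was at 13.8 to 24.8 on all 12 arrays, and no pair of arrays among 66 had identical values (highest correlation 0.9970).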
